# *PICKLE RELATED 2* is a Neofunctionalized Gene Duplicate Under Positive Selection With Antagonistic Effects to the Ancestral *PICKLE* Gene on the Seed Transcriptome

**DOI:** 10.1093/gbe/evad191

**Published:** 2023-11-03

**Authors:** Gilles Dupouy, Ronan Cashell, Galina Brychkova, Reetu Tuteja, Peter C McKeown, Charles Spillane

**Keywords:** positive selection, reproduction, neofunctionalization, duplication, intrinsic disorder

## Abstract

The evolution and diversification of proteins capable of remodeling domains has been critical for transcriptional reprogramming during cell fate determination in multicellular eukaryotes. Chromatin remodeling proteins of the CHD3 family have been shown to have important and antagonistic impacts on seed development in the model plant, *Arabidopsis thaliana*, yet the basis of this functional divergence remains unknown. In this study, we demonstrate that genes encoding the CHD3 proteins PICKLE (PKL) and PICKLE-RELATED 2 (PKR2) originated from a duplication event during the diversification of crown Brassicaceae, and that these homologs have undergone distinct evolutionary trajectories since this duplication, with *PKR2* fast evolving under positive selection, while *PKL* is subject to purifying selection. We find that the rapid evolution of *PKR2* under positive selection reduces the encoded protein's intrinsic disorder, possibly suggesting a tertiary structure configuration which differs from that of PKL. Our whole genome transcriptome analysis in seeds of *pkr2* and *pkl* mutants reveals that they act antagonistically on the expression of specific sets of genes, providing a basis for their differing roles in seed development. Our results provide insights into how gene duplication and neofunctionalization can lead to differing and antagonistic selective pressures on transcriptomes during plant reproduction, as well as on the evolutionary diversification of the CHD3 family within seed plants.

**Significance**

PKL and PKR2 are two proteins from the same gene family participating in chromatin remodeling and gene expression control in plants, but which opposing effects during seed development on the establishment of final seed size. In this study, we investigate the evolution of PKL and PKR2 in land plants as well as their respective impact on whole genome expression. We show that PKR2 originates from a gene duplication of PKL early in the history of the Brassicaceae family, that its sequence changes faster than that of PKL and that it appears to confer an antagonistic effect on the expression of specific genes. Our results provide a basis for understanding the opposing effects of these genes during seed development in *Arabidopsis thaliana*.

## Introduction

Gene accessibility for transcription is linked to chromatin condensation and de-condensation which is regulated in a tissue-specific manner during the growth and development of multicellular eukaryotes, including during the establishment of their reproductive cell lineages (Batista and Köhler 2020). Two major protein complexes containing PolyComb (PcG) proteins and Trithorax (Trx)-like Chromodomain-helicase-DNA-binding (CHD) chromatin remodeler family proteins regulate many transcriptomic changes during development. In land plants (Embryophytes), the components of the PcG complexes have been well described, and form either type 1 or 2 PcG Repressive Complexes, PRC1 and PRC2, respectively (Grossniklaus et al. 1998; Kiyosue et al. 1999; Luo et al. 1999; Ohad et al. 1999; Köhler et al. 2003a; Köhler et al. 2003b). PRC1 and PRC2 can be recruited independently to gene targets to repress transcription, while also potentially establishing binding sites for each other to reinforce this repression (Mozgova and Hennig 2015). Trx-like CHD proteins, on the other hand, are ATP-dependent chromatin remodelers which function individually. They possess one or two chromodomains and can act synergistically or antagonistically with the PcG complexes depending of cellular context (Jacobs and Khorasanizadeh 2002; Nielsen et al. 2002; Murawska et al. 2008; Aichinger et al. 2011). For instance, the PcG genes *SWINGER* (*SWN*) and *EMBRYONIC FLOWER 2* (*EMF2*) are direct targets of the CHD3 protein PICKLE (PKL) in plant root tissues which acts upstream of the PRC complexes in which SWN and EMF2 participate (Aichinger et al. 2009).

The CHD family protein members possess a double chromodomain in their N-terminal regions, which specifically recognizes methylation marks on Histone H3 (Flanagan et al. 2005). Most members of this gene family also possess a pair of plant homeodomains (PHD) which preferentially recognize H3K4me3 (Wysocka et al. 2006). The CHD3 family protein (a class of chromatin remodeler members of the CDH subfamily II) comprises four members in *Arabidopsis thaliana*: PICKLE (PKL) and PICKLE-RELATED 1, 2, and 3 (PKR1, PKR2, and PRK3). Among these four, PKR2 appears to be most closely related to PKL, with PKR1 and PKR3 more distantly related (Ho et al. 2013). Importantly, PKR2 is not found among the CHD3 family proteins in animals, suggesting that the duplication of PKL and PKR2 may have occurred within land plants or the lineage leading to them. Despite their close relationship, PKL and PKR2 have been reported to play antagonistic roles in seed size determination in *A. thaliana*. On one hand, a knockout of *PKL* leads to a significant seed size increase associated with a decreased fertility, while on the other hand the knockout of *PKR2* can rescue *pkl* seed size and decreased fertility phenotypes, despite having no significant effect on seed size per se (Carter et al. 2016).

*PKR2* was shown to be under positive selection by Tuteja et al. (2019), but no focused molecular evolutionary analysis has been performed on *PKL* itself, nor on others members of the family. Gene duplication scenarios where one of the duplicates is fast evolving under positive selection (rather than evolving neutrally toward pseudogene outcomes), while the other one remains under purifying selection can be indicative of neofunctionalization of the fast-evolving duplicate (Gibson and Goldberg 2009; Sandve et al. 2018). In this study, we investigate the evolution of PKR2 and PKL within Embryophytes and the hypothesis of neofunctionalization of *PKR2* in comparison to *PKL* in Brassicaceae.

## Results

### PKR2 Originates From a Duplication of PKL During the Diversification of Brassicaceae

To investigate the evolution of *PKL* and *PKR2* in land plants, high similarity protein sequences of PKL and PKR2 were identified using BLAST within Embryophyte genomes from the Phytozome and NCBI databases. Duplicates were removed and sequences aligned with PKL sequence from *Drosophila melanogaster* as an outgroup to generate a rooted phylogenetic tree (fig. 1); Sections of the sequence alignment are shown in supplementary figure S1, Supplementary Material online. Three main clades can be identified on the phylogenetic tree: PKL proteins within Brassicaceae, PKL proteins outside of Brassicaceae, and PKR2 proteins within Brassicaceae. This last clade is divided into two groups: PKR2 sequences as in *A. thaliana*, *A. lyrata*, *Camelina sativa* and *Capsella rubella*, and “PKR2-like” sequences as in *Brassica napus*, *Brassica oleracea*, *Brassica rapa*, *Eutrema salsugineum*, and *Raphanus sativus*. These results further indicate that PKR2 is specific to the Brassicaceae family and may have originated from a duplication of PKL prior to the diversification of crown Brassicaceae. The branch length indicates that PKR2 is evolving faster than PKL within the Brassicaceae. Protein sequence alignment shows that in comparison to PKL, PKR2 mostly lacks parts of the PHD zinc finger domain characteristic of the CHD3 family (supplementary figs. S1*a* and S2, Supplementary Material online) as well as a small portion of the SNF2-related N-terminal domain related to a loop structure of high disorder value (supplementary figs. S1*b* and S2, Supplementary Material online). Specific differences can be identified within these two locations between PKR2 and PKR2-like clades. While the PKR2 clade lacks portions of the PHD domain, the proteins from the “PKR2-like” clade lack this domain entirely. In contrast, the proteins from the “PKR2-like” clade lack a smaller portion of the SNF2-related N-terminal domain when compared to the proteins from the PKR2 clade. Protein disorder prediction with IUPRED3 suggests that this small portion of the SNF2 N-terminal domain corresponds to a peak region of high intrinsic disorder, as this peak is not present in PKR2 (supplementary fig. S2, Supplementary Material online).

**Fig. 1.**
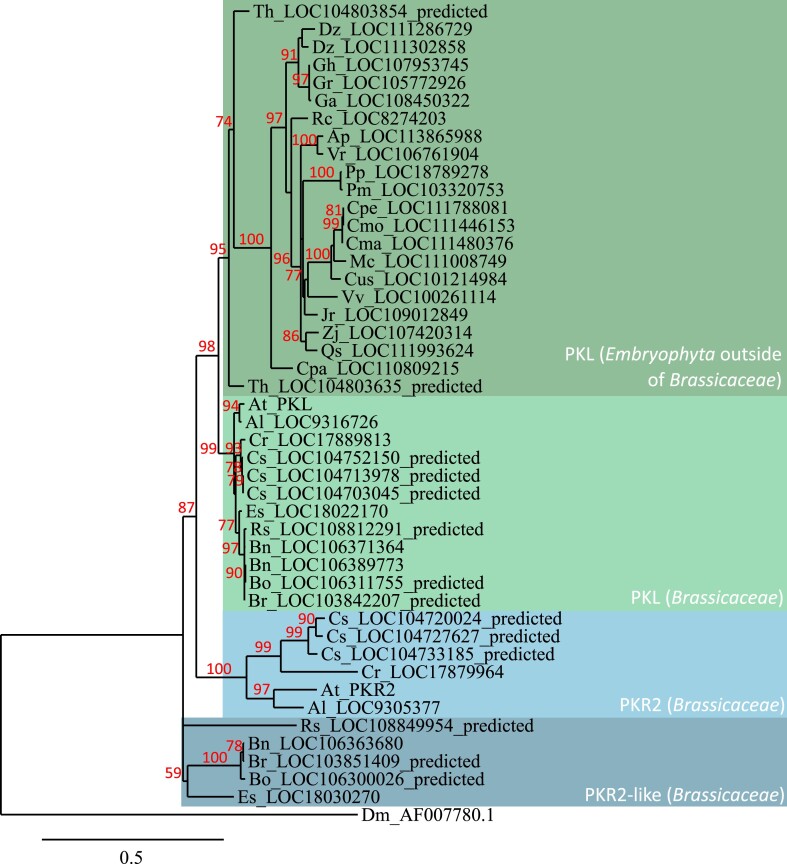
Evolution of PKL and PKR2 in high plants. Phylogenetic tree of PKL and PKR2 CHD3 chromatin remodelers in high plants rooted on *Drosophila melanogaster*. Bootstraps of high support branches are indicated as percentages. The tree was obtained using the SH-like maximum likelihood method. Each species is indicated thereafter with its initials (genome assembly versions used for this tree are displayed in parentheses). Ap: *Abrus precatorius* (v. 2018); At: *Arabidopsis thaliana* (TAIR10.1); Al: *Arabidopsis lyrata* (v2.1); Bn: *Brassica napus* (v2.0); Bo: *Brassica oleracea* (v1.0); *Br: Brassica rapa* (v1.3); Cma: *Cucurbita maxima* (v1.0); Cmo: *Cucurbita moschata* (v1.0); Cpa: *Carica papaya* (v1.0); Cpe: *Cucurbita pepo* (v2.0); Cus: *Cucumis sativus* (v3.0); Cs: *Camelina sativa* (v1.0); Cr: *Capsella rubella* (v1.1); Dm: *Drosophila melanogaster* (v1.0); Dz: *Durio zibethinus* (v1.0); Es: *Eutrema salsugineum* (v1.0); Ga: *Gossypium arboreum* (v1.0); Gh: *Gossypium hirsutum* (v1.1); Gr: *Gossypium raimondii* (v2.1); Jr: *Juglans regia* (v2.0); Mc: *Momordica charantia* (v2.0); Pm: *Prunus mume* (v1.0); Pp: *Prunus persica* (v2.1); Qs: *Quercus suber* (v1.0); Rc: *Ricinus communis* (v0.1); Rs: *Raphanus sativus* (v.1.0); Th: *Tarenaya hassleriana* (v1.0); Vr: *Vigna radiata* (v1.0); Vv: *Vitis vinifera* (v2.1); Zj: *Ziziphus jujuba* (v2.0).

### PKR2 is Under Positive Selection, While PKL is Under Purifying Selection

Our tests indicated positive selection within *PKR2* in *A. thaliana*, with significant χ^2^ tests comparing models with values of ω > 1, compared to those without. Bayes empirical Bayes posterior estimations of positive selection at specific sites in *PKR2* in *A. thaliana* identified 13 sites which had significant instances of base substitution (PAML output files available within Supplementary Material online). After sequence alignment verification (alignment file and resulting tree file available within Supplementary Material online) six of these amino acid positions were removed from further analysis as they preceded a deleted/poorly conserved region. The remaining seven amino acid positions were considered to have robust PAML evidence for being under positive selection (fig. 2). One of these amino acid sites is located on a loop at position 39 before the first chromo domain, just before the deleted PHD domain region, according to results obtained using Phyre2 and Alphafold (supplementary fig. S3*a*, Supplementary Material online) (Kelley et al. 2015; Jumper et al. 2021). Two amino acid sites are located within the second chromo domains at position 169 and 170, both forming a small predicted alpha helix linking two beta sheets (supplementary fig. S3*b*, Supplementary Material online). Finally, the remaining four amino acid sites are located within the SNF2-related N-terminal domain at positions 341 and 346 immediately after the deleted region from SNF2-related N-ter domain (supplementary fig. S3*c*, Supplementary Material online), and also at 380 (supplementary fig. S3*d*, Supplementary Material online) and 503 (supplementary fig. S3*e*, Supplementary Material online). The first two amino acid positions of these four are located within a small predicted alpha helix, the third in a predicted beta sheet, and the last in a small alpha helix.

**Fig. 2.**
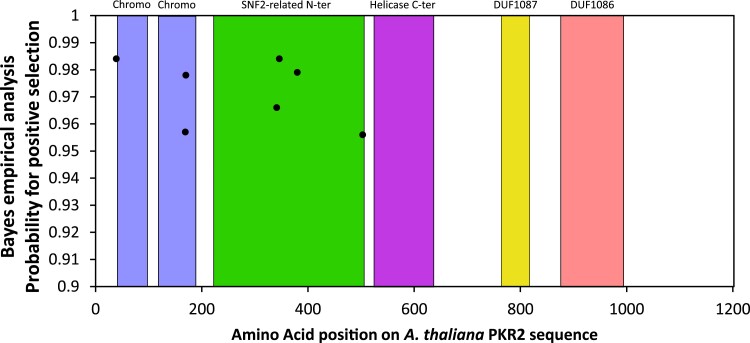
Sites under positive selection in PKR2. Amino acids sites of PKR2 under positive selection (*P* > 0.90). Each box represents the different domains of the protein as predicted by Pfam.

### PKL and PKR2 Act Antagonistically on Seed Transcriptome

To investigate possible transcriptome effects associated with the divergent functions of PKL and PKR2 on seed development, we used a suite of mutant lines (in Col-0 background) which have previously been shown to be null (knockout) mutants. These were *pkr2-2*, that is, SALK_115303 (Aichinger et al. 2009), *pkl-1* (Ogas et al. 1997) and *pkl-10,* that is GABI_273E06 (Zhang et al. 2012). We performed an RNA-seq on seeds from manually selfed *A. thaliana* plants of wild-type (WT) accession Col-0, compared to *pkr2-2* and *pkl-1* single mutants and a *pkr2-2;pkl-10* double mutant, in all cases sampling at the same seed development timepoint (four days after pollination). 

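Seeds of Col-0, *pkr2-2*, *pkl-1* and *pkr2-2;pkl-10* (the double mutant) were sequenced as mRNA in paired-end reads, with 2 biological replicates in each of the 4 genotypes and 8 samples in all. Each replicate held the seeds of at least 30 siliques. The results and figures of the paper place the harvest at 4 days after pollination, and its methods at 3. The stated depth is 20000000 reads. The authors mapped the reads to TAIR10.1 with TopHat and computed expression with Cufflinks, as fragments per kilobase of transcript, scaled to the mapped fragments of the library (FPKM), under geometric normalization. A separate run was made for each of 5 comparisons. Each deposited table lists 38209 genes with a single FPKM value per genotype, pooled over both replicates by the authors, together with a test statistic, a p-value and a q-value. Values per replicate were not used here, since the tables hold pooled ones, so no value given here carries an error between replicates and no test on replicates could be run. The number of fragments was estimated from the smallest FPKM values, which are multiples of what 1 fragment is worth. By this estimate, relative to Col-0 within the same table, the depth was 0.910 in *pkr2-2*, 1.21 in *pkl-1* and 1.59 in the double mutant. The FPKM of Col-0 in the table with the double mutant was 1.17 times that in the table with *pkr2-2*, so FPKM values were compared only within a table. The log2 fold change was recomputed from the pooled FPKM without a pseudocount. A gene was counted as a DEG when its q-value in the authors' deposited table was under 0.05 and its absolute log2 fold change was above 2, including genes listed at 0 in one genotype, whose fold change is infinite. By this rule, all 391 genes of the paper's supplementary list for *pkr2-2* and all 1017 of its list for *pkl-1* were recovered. The standard error behind the test statistic in the authors' deposited table, set against that of Poisson counting, had a median ratio between 1.499 and 1.631 in every group of genes from 30 to 100000 fragments.

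**Figure D1:**
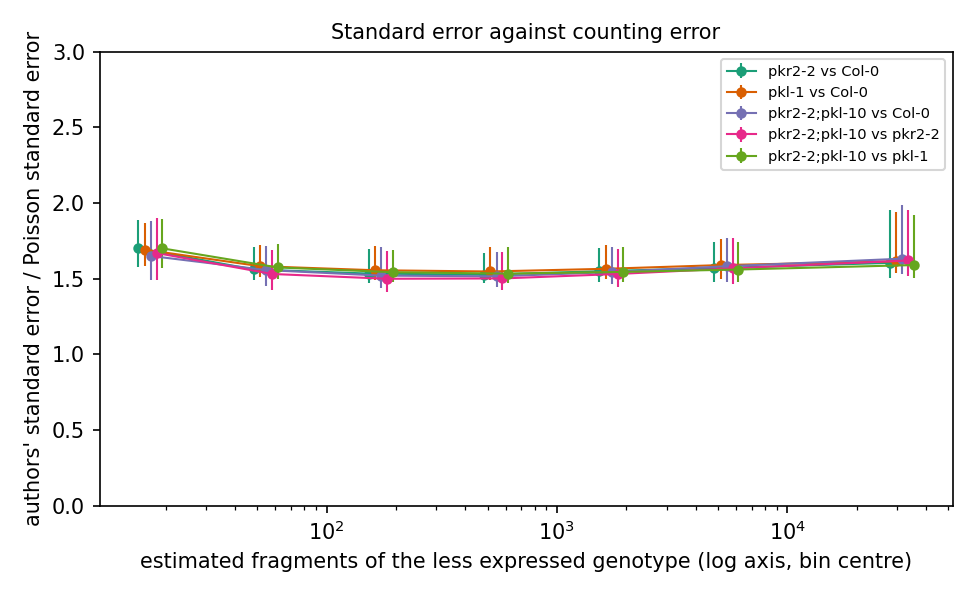
Standard error of the log2 fold change in the authors' deposited tables divided by the standard error of Poisson counting, against the estimated fragments of the less expressed genotype on a log axis, for the 5 comparisons. Points are medians and vertical lines run from the lower to the upper quartile of the genes in a group, and from 30 fragments on the medians lie between 1.499 and 1.631.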

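The mutated genes were examined first in each comparison. *PKR2* (AT4G31900, chromosome 4 of TAIR10.1 from 15431350 to 15438678) was at 3.06 FPKM in Col-0 and 0.168 in *pkr2-2*, a log2 fold change of -4.19. In the double mutant it was at 0.120 FPKM against 3.57 in Col-0 (log2 fold change -4.89). In *pkl-1* it fell by 0.62 on the log2 scale. *PKL* (AT2G25170, chromosome 2 from 10712606 to 10724106) was at 13.6 FPKM in Col-0 and 2.44 in the double mutant, which carries *pkl-10*, a log2 fold change of -2.48. In *pkl-1* its transcript was at 15.2 FPKM against 12.8 in Col-0 (log2 fold change 0.24), and in *pkr2-2* its log2 fold change was -0.12. With a pseudocount of 1 FPKM, the log2 fold change of *PKR2* in *pkr2-2* was -1.80. The Polycomb genes *SWN* (AT4G02020) and *EMF2* (AT5G51230) had log2 fold changes of 0.97 and 0.43 in *pkl-1*, 1.08 and 0.63 in the double mutant, and -0.03 and 0.18 in *pkr2-2*.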

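Between 19441 and 20541 genes per comparison held enough fragments for the authors' test. In *pkr2-2* against Col-0, 249 DEGs rose and 142 fell. In *pkl-1*, 631 rose and 386 fell, and in *pkr2-2;pkl-10*, 1073 rose and 747 fell, which sums to 1820. The double mutant had 1227 DEGs against *pkr2-2*, of which 639 rose and 588 fell, and against *pkl-1* 155 rose and 127 fell. Genes listed at 0 in one genotype made up 28.4% of the DEGs of *pkr2-2* and 16.5% of those of the double mutant against Col-0. Among the alternative settings, a fold-change threshold of 1 on the log2 scale raised the number of DEGs to 1429 in *pkr2-2* and 3401 in *pkl-1*, and a pseudocount of 1 FPKM lowered it to 72 and 288. With that pseudocount more DEGs fell than rose in the double mutant, 352 against 296 relative to Col-0, 240 against 154 relative to *pkr2-2* and 35 against 21 relative to *pkl-1*. Among DEGs with at least 1 FPKM in both genotypes, the largest rises in *pkr2-2* were those of AT5G11930, a thioredoxin superfamily gene (log2 fold change 3.65), *CYP86A7* (AT1G63710; 3.25) and AT2G21220 (3.14). The largest falls were those of *SADHU3-2* (AT3G42658; -5.42), AT1G80440 (-4.40) and AT1G11210 (-3.91). In *pkl-1*, AT1G62510 (6.18), AT5G33370 (5.77) and *HB40* (AT4G36740; 4.96) rose most. AT1G71250 (-4.47), AT5G22810 (-4.24) and AT5G38160 (-4.21) fell most. In the double mutant against Col-0, AT5G33370 rose from 1.14 to 138 FPKM (6.92), ahead of AT1G62510 (5.70) and *HB40* (5.02), and the largest falls were in AT5G38160 (-6.56), AT5G22810 (-5.84) and *GRP7* (AT2G21660; -5.55). Against *pkr2-2*, the largest rises of the double mutant were in *HIS1-3* (AT2G18050; 5.06), AT2G31945 (4.88) and AT1G62510 (4.76), and the largest falls in AT5G38160 (-5.24), AT5G22810 (-5.11) and AT5G63250 (-5.02). Against *pkl-1*, they were in *MAF5* (AT5G65080; 4.34), AT5G39670 (3.66) and *LHY* (AT1G01060; 3.59), and in AT1G75945 (-4.44), AT1G56300 (-3.80) and *GRP7* (-3.31).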

The RNA-seq analysis identified 391 differentially expressed genes (DEGs) between *pkr2-2* and Col-0, 1,017 DEGs between *pkl-1* and Col-0, 1,820 DEGs between *pkr2-2*;*pkl-10* and Col-0, 1,228 DEGs between *pkr2-2*;*pkl-10* and *pkr2-2*, and 282 DEGs between *pkr2-2*;*pkl-10* and *pkl-1* (fig. 3*a*).

**Fig. 3.**
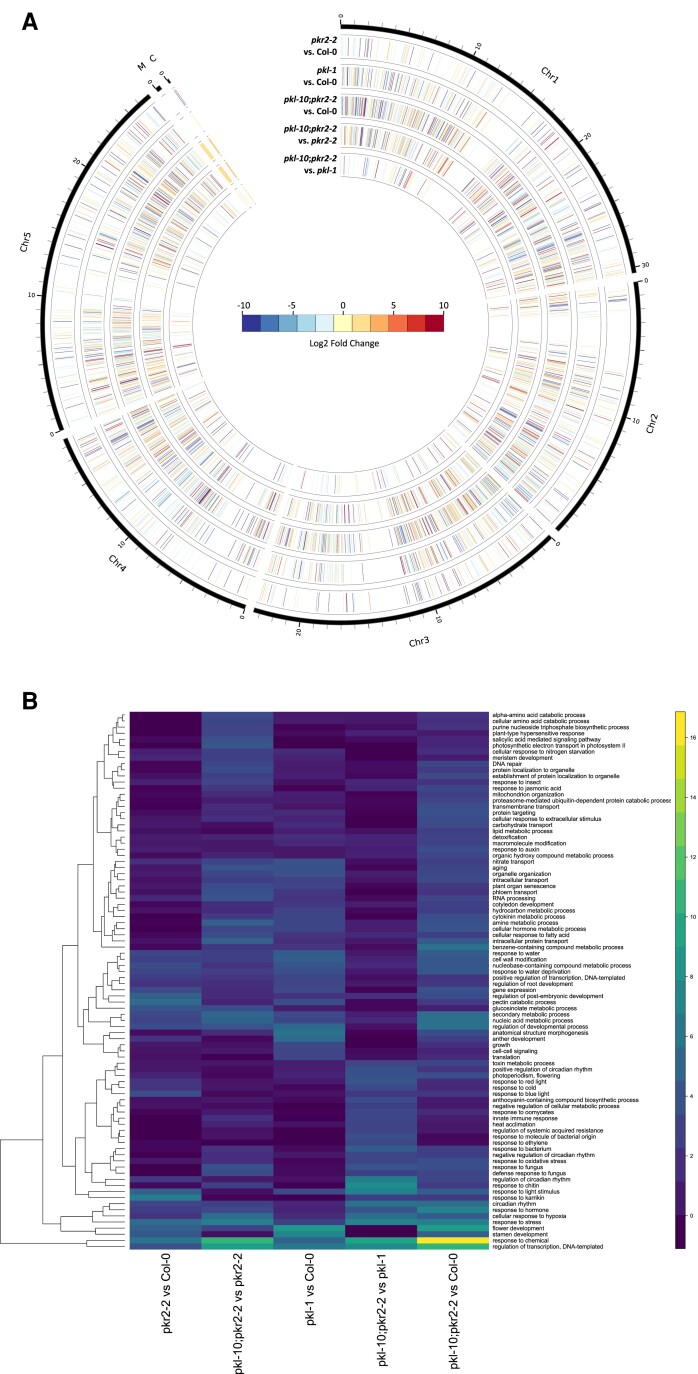
Differentially expressed genes (DEG). Genomic mapping of DEGs and GO enrichment in comparisons of four DAP seeds transcriptomes between *pkr2-2*, *pkl-1*, *pkr2-2;pkl-10* and WT Col-0. (*A*) Circular genome representation of DEGs observed between Col-0, *pkr2-2*, *pkl-1*, and *pkr2-2;pkl-10*. Each bar represents one gene at its position on its chromosome. Color scale represent the Log2 expression fold change for a DEG between samples. M, mitochondrion genome; C, chloroplast genome. (*B*) Heatmap dendrogram of the –Log10 of significant gene ontology terms *P*-value for DEGs sets between Col-0, *pkr2-2*, *pkl-1*, and *pkr2-2;pkl-10*.

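The share of tested genes called as DEGs lay between 1.29% and 2.22% on the 5 nuclear chromosomes in *pkr2-2* against Col-0, and between 8.42% and 9.18% in the double mutant against Col-0. Of the chloroplast genes tested, 2 of 58 were DEGs in *pkr2-2*, 1 of 57 in *pkl-1* and 32 of 57 in the double mutant, all 32 of them lower than in Col-0. Of 14 mitochondrial genes tested against Col-0, 0 were DEGs in *pkr2-2*, 0 in *pkl-1* and 4 in the double mutant. DEGs were more frequent among organelle-encoded than nuclear genes in the double mutant against Col-0 (odds ratio 10.8, p = 9.4e-20, adjusted p = 2.3e-19 by Benjamini-Hochberg over the 5 comparisons, Fisher's exact test, two-sided) and against *pkr2-2* (odds ratio 26.9, p = 2.1e-35, adjusted p = 1.0e-34). The same exact test gave an odds ratio of 5.94 in the double mutant against *pkl-1* (p = 0.00217, adjusted p = 0.00362), and no difference past 0.05 in *pkr2-2* (p = 0.657, adjusted p = 0.657) or *pkl-1* (p = 0.270, adjusted p = 0.338) against Col-0. With a fold-change threshold of 1 on the log2 scale, 30 organelle-encoded genes were DEGs in *pkl-1* (p = 5.4e-07, adjusted p = 6.7e-07, the same exact test). Genes of one organelle are not independent of each other, and these tests set genes against genes, not replicates.

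**Figure D2:**
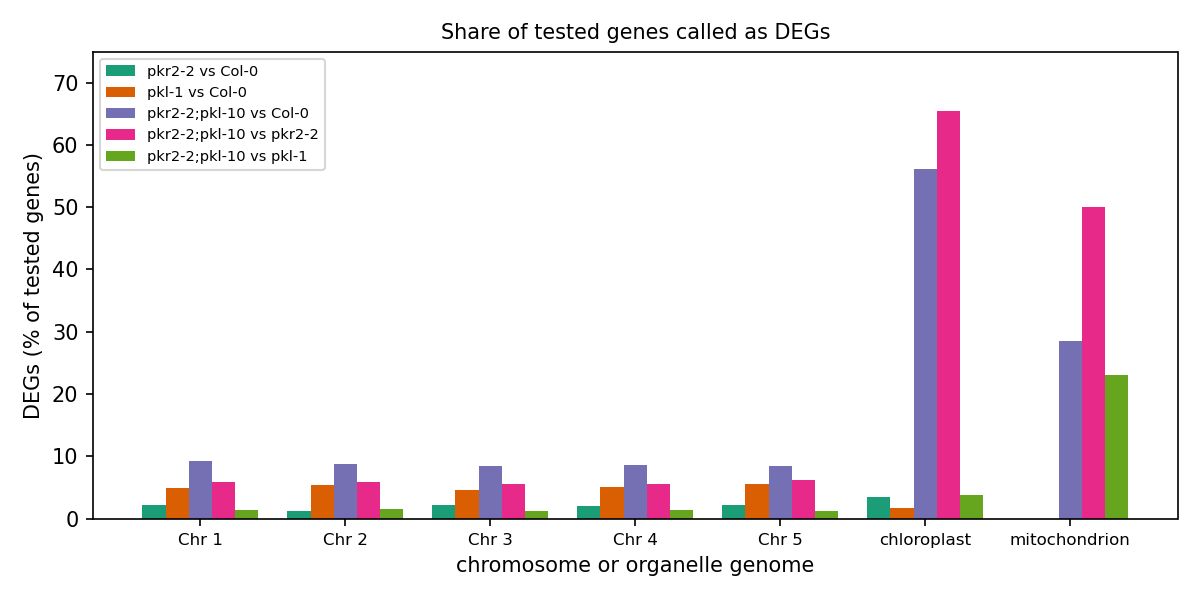
Share of tested genes called as DEGs (in percent) on each nuclear chromosome and organelle genome, with one bar for each of the 5 comparisons. The chloroplast bar of the double mutant against Col-0 stands for 32 of 57 genes and the mitochondrial bar for 4 of 14, and no bar has an error because the values are pooled.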

To identify common and divergent transcriptome effects of *PKL* and *PKR2* on biological functions, we performed a gene ontology (GO) enrichment analysis. As expected, more GO terms were enriched in the DEGs between *pkl-1*and Col-0 than observed between *pkr2-2* and Col-0, corresponding to the higher number of DEGs in the latter. In both cases where the wild type was compared to each of the single mutants, DEGs were enriched in GO terms associated with responses to biotic and abiotic stresses, but some GO terms differed between the DEGs observed in the two mutants. While DEGs between *pkr2-2* and Col-0 were enriched in genes related to cell wall organization, development, metabolism, and transcription, those between *pkl-1* and Col-0 were enriched in genes related to cell–cell signaling, organellar organization, and translation (fig. 3*b*). DEGs identified in the comparison between the double mutant *pkr2-2*;*pkl-10* and Col-0 showed similar enrichments to those found between the single mutants and Col-0. However, some GO terms such as circadian rhythm, photosynthesis, ageing, and response to hormones were specifically found in the double mutant compared to Col-0.

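Lists of clock and photosynthesis genes, written before the data were examined, were set against 10000 random lists of the same size matched on mean FPKM, on the scale of log2(FPKM + 1). In the double mutant against Col-0, 11 morning-phased clock genes had a median log2 fold change of 1.82, above all of the random lists, and all 11 rose. The median of 9 evening-phased clock genes was -2.12, below all of the random lists, and all 9 fell. The paper found the circadian term only in the double mutant, and these lists also moved in *pkr2-2*. Their medians there were 0.66 (percentile 99.99), with 9 of 11 genes higher, and -1.28 (percentile 0), with 9 of 9 lower. In *pkl-1* the medians were 0.47 (percentile 97.2), with 11 of 11 higher, and -0.19 (percentile 13.0), with 8 of 9 lower. With a pseudocount of 0.1 FPKM, the medians in the double mutant were 2.08 and -2.78. *LHY* rose from 1.52 FPKM in Col-0 to 29.9 in the double mutant. Of genes chosen after their values were seen, *CCA1* (AT2G46830) rose from 1.98 to 10.9 FPKM, *PRR5* (AT5G24470) fell from 11.1 to 0.327 and *ELF4* (AT2G40080) fell from 18.4 to 2.18. *GRP7* (chromosome 2 from 9265084 to 9266557), annotated as cold, circadian rhythm and RNA binding 2, fell from 4232 to 90.6 FPKM. Of 13 nuclear photosynthesis genes, 9 fell in the double mutant, with a median of -0.71 (percentile 9.48), and several of them are members of gene families whose reads can be shared between copies. Their median was -0.68 in *pkl-1* (percentile 0.52) and -0.24 in *pkr2-2* (percentile 0.12).

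**Figure D3:**
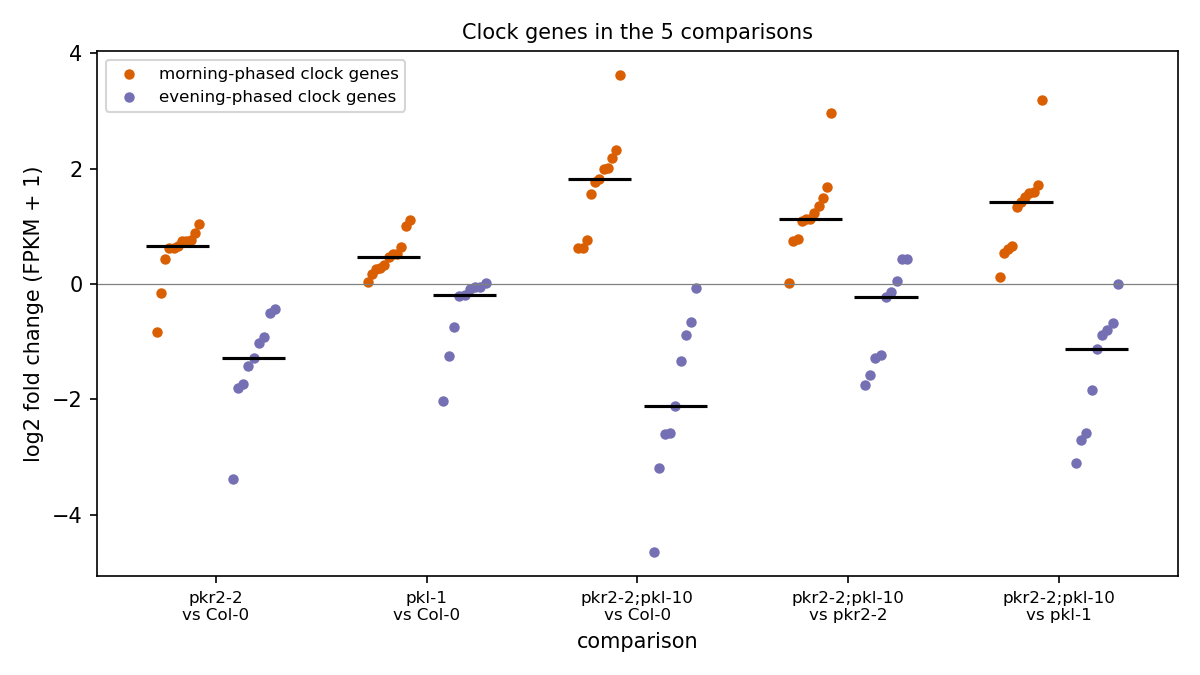
Change of 11 morning-phased and 9 evening-phased clock genes in the 5 comparisons, as log2 fold change of FPKM plus 1. Each point is one gene from values pooled over replicates and each horizontal line the median of a list, which stands at 1.82 and -2.12 in the double mutant against Col-0.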

To test the transcriptome effects on gene function between single and double mutants of *PKL* and *PKR2*, we also compared the GO terms in the DEGs identified in the double mutants against each of the single mutants. 

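Across genes with at least 1 FPKM in every genotype of a pair of comparisons, the log2 fold changes of *pkr2-2;pkl-10* against *pkr2-2* and of *pkl-1* against Col-0 had a Pearson correlation of 0.77 and a Spearman correlation of 0.75 (16300 genes, slope 0.85). Those of *pkr2-2;pkl-10* against *pkl-1* and of *pkr2-2* against Col-0 had correlations of 0.36 and 0.32 (16206 genes, slope 0.31). Neither pair shares a library. These correlations are across genes, which are not independent replicates, and 7 such pairs were computed.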

The DEGs dysregulated between *pkr2-2*;*pkl-10*; and *pkr2-2* displayed similar GO term enrichment to those observed between *pkl-1* and Col-0 (i.e., DEGs specific to *PKL*), while DEGs dysregulated between *pkr2-2*;*pkl-10* and *pkl-1* displayed similar GO term enrichment to those between *pkr2-2* and Col-0 (i.e., DEGs specific to *PKR2)*. However, GO terms for circadian rhythm, photosynthesis and response to hormone were also enriched in the DEG sets overlapping between *pkr2-2*;*pkl-10* and *pkr2-2* and between *pkr2-2*;*pkl-10* and *pkl-1*. 

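The morning-phased list had a median log2 fold change of 1.13 in the double mutant against *pkr2-2* and 1.42 against *pkl-1*, above all of the random lists in both comparisons. The evening-phased list had a median of -1.13 against *pkl-1* (percentile 0), and of -0.22 against *pkr2-2* (percentile 5.32). *LHY* was at 30.4 FPKM in the double mutant against 3.00 in *pkr2-2*, and at 34.0 against 2.83 in *pkl-1*. The median of the nuclear photosynthesis genes was -0.40 against *pkr2-2* (percentile 56.2) and 0.02 against *pkl-1* (percentile 92.3). Chloroplast-encoded genes fell in both comparisons, 55 of 55 tested against *pkr2-2* (median -2.59) and 50 of 53 against *pkl-1* (median -1.17).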

Overall, our RNA-seq analysis indicates that the *pkl* and *pkr2* mutants tested have some seed transcriptome DEGs which are independent of each mutant, while also having an overlapping set of DEGs.

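Of the genes that fell as DEGs against Col-0, 68 did so only in *pkr2-2*, 97 only in *pkl-1* and 440 only in the double mutant. Shared by a pair of mutants alone were 11 for *pkr2-2* and *pkl-1*, 29 for *pkr2-2* and the double mutant, and 244 for *pkl-1* and the double mutant. Of the genes that rose, 85, 108 and 490 did so in a single genotype, in the same order, and 5, 65 and 424 in a pair. The log2 fold changes of *pkr2-2* and *pkl-1* against Col-0 had a correlation of 0.44 across 16311 genes, to which the shared Col-0 libraries contribute. The correlation that these libraries alone would give was not computed, so this value cannot show by itself that the mutants agree.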

For each DEG set, we also investigated which biological pathways were dysregulated (supplementary fig. S4, Supplementary Material online). 

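AT1G67750, a pectate lyase family gene on chromosome 1 from 25401514 to 25403595, was at 13.2 FPKM in Col-0 and 66.9 in *pkr2-2*, a log2 fold change of 2.34. AT3G07010, annotated as a pectin lyase-like gene on chromosome 3 from 2212063 to 2216483, was at 0.831 FPKM in Col-0 and 4.00 in *pkr2-2* (log2 fold change 2.27), and with a pseudocount of 1 FPKM its log2 fold change was 1.45, no longer that of a DEG. The q-value of each in the authors' deposited table was 1.9e-04, which belongs to the smallest p-value the table holds. Among 63 tested genes annotated as pectate lyase, pectin lyase or pectin lyase-like, 8 rose and 0 fell as DEGs in *pkr2-2*. Pectin lyase-like is the name of a superfamily, so these genes need not all be lyases. Of 82 annotated as pectin methylesterases or their inhibitors, 1 rose and 2 fell there. The 8 genes that the paper names as pectin genes had a median log2 fold change of 0.78 on the scale of log2(FPKM + 1), above all of the random lists. However, the paper selected them from these libraries, and 3 of them were below 1 FPKM in both genotypes. AT3G09340, which belongs to this list, is annotated as a transmembrane amino acid transporter gene.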

Cell wall plasticity was found to be enriched between *pkr2-2* and Col-0, with an upregulation of the pectin lyase-encoding genes AT1G67750 and AT3G07010, possibly indicating cell wall loosening during seed expansion. 

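In *pkl-1* against Col-0, AT1G67750 was at 99.8 FPKM against 14.5 (log2 fold change 2.78), and AT3G07010 at 7.96 against 0.911 (log2 fold change 3.13). Of 60 tested genes annotated as pectate lyase, pectin lyase or pectin lyase-like, 5 rose and 3 fell as DEGs in *pkl-1*. Of 82 annotated as pectin methylesterases or their inhibitors, 10 rose and 9 fell. The genes that the paper names as pectin genes had a median of 0.80 in *pkl-1*, above all of the random lists. They were selected from these libraries, so this is no independent support, and 3 were below 1 FPKM in both genotypes.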

The same pathway was enriched between *pkl-1* and Col-0 and dysregulated in the same direction (upwards). In addition to the two genes mentioned above, the pectin lyase-encoding gene AT3G01270 was found to be upregulated in in *pkl-1* compared to Col-0, while AT2G45220 [encoding a pectin methylesterase (PME) inhibitor] was downregulated. 

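AT3G01270, a pectate lyase family gene on chromosome 3 from 82581 to 84901, was at 2.47 FPKM in *pkl-1* and 0.159 in Col-0, a log2 fold change of 3.96. It was also a DEG in *pkr2-2* (log2 fold change 3.09, q = 0.00413 in the authors' deposited table), from 0.145 to 1.23 FPKM. Adding 1 FPKM to each value, its log2 fold change was 1.58 in *pkl-1* and 0.96 in *pkr2-2*, below the threshold in both. AT2G45220, annotated to the plant invertase/pectin methylesterase inhibitor superfamily on chromosome 2 from 18644061 to 18646606, was at 37.3 FPKM in *pkl-1* and 152 in Col-0. Its log2 fold change of -2.02 lay at the threshold, and was -1.995 with a pseudocount of 1 FPKM and -1.997 after centring on the nuclear genes.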

Cell wall plasticity genes were also dysregulated in *pkr2-2;pkl-10* in comparison to Col-0 (upregulation of AT3G07010 and AT1G02810, the latter encoding a PME inhibitor), while a dysregulation of secondary metabolite pathways was also found with upregulation of lysine-ketoglutarate reductase-encoding *LKR* and downregulation of CTP synthase CTPS5-encoding *AT2G34890*. 

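In the double mutant, AT3G07010 was at 11.2 FPKM against 0.967 in Col-0 (log2 fold change 3.54) and AT1G02810, of the invertase/pectin methylesterase inhibitor superfamily on chromosome 1 from 618061 to 620502, at 1.88 against 0.441 (log2 fold change 2.10). AT1G67750 was a DEG here too, at 197 FPKM against 15.4 (log2 fold change 3.67). *LKR* (AT4G33150, chromosome 4 from 15985174 to 15991633) was at 37.6 FPKM against 9.00 (log2 fold change 2.06), and its log2 fold change was 1.90 in *pkl-1* and -0.30 in *pkr2-2*. AT2G34890, a CTP synthase gene on chromosome 2 from 14718195 to 14721271, was at 0.523 FPKM against 4.17 (log2 fold change -2.997), and had fallen in *pkr2-2* (-1.30) and *pkl-1* (-1.50) without passing the threshold. After adding 1 FPKM to each value, AT1G02810 (1.00), *LKR* (1.95) and AT2G34890 (-1.76) were no longer past the threshold. The 3 pathway genes other than pectin genes that the paper names had a median of -1.02 in the double mutant, with members in both directions.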

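AT2G45220 was at 14.4 FPKM in *pkr2-2;pkl-10* and 89.2 in *pkr2-2*, a log2 fold change of -2.63. AT3G10720, of the same superfamily on chromosome 3 from 3354406 to 3357754, was at 5.93 FPKM against 1.055 (log2 fold change 2.49), and at 1.75 with a pseudocount of 1 FPKM. AT3G09340, on chromosome 3 from 2867912 to 2870600, is annotated as a transmembrane amino acid transporter gene, is listed at 0 in both genotypes and was not tested. AT3G09540, annotated as pectin lyase-like on the same chromosome from 2928752 to 2934365 and drawn in Supplementary Figure S4, was at 0.103 FPKM against 0.563 in *pkr2-2* (log2 fold change -2.45, q = 0.0182 in the authors' deposited table). With a pseudocount of 1 FPKM its log2 fold change was -0.50. Of 68 tested pectate lyase, pectin lyase or pectin lyase-like genes, 3 rose and 6 fell as DEGs. Of 88 pectin methylesterase or inhibitor genes, 6 rose and 10 fell. The genes that the paper names as pectin genes had a median of 0.31 (percentile 94.2).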

The comparison between *pkr2-2*;*pkl-10* and *pkr2-2* also showed an enrichment in regulation of cell wall plasticity pathway (as also observed for *pkl-1* and Col-0), with the downregulation of *AT2G45220* and *AT3G09340* (pectin lyase) and the upregulation of *AT3G10720* (PME inhibitor). None of the pathways described above were enriched between *pkr2-2;pkl-10* and *pkl-1.* However, in comparison between these two mutant lines, the fatty acid biosynthesis pathway was dysregulated with downregulation of the gene AT4G17470 encoding an alpha/beta hydrolase.

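In the double mutant against *pkl-1*, 1 pectate lyase, pectin lyase or pectin lyase-like gene rose and 1 fell as DEGs among 62 tested. Of 87 pectin methylesterase or inhibitor genes, 1 rose and 2 fell. The median of the genes that the paper names as pectin genes was 0.10 (percentile 76.1). AT4G17470, annotated to the alpha/beta-hydrolase superfamily on chromosome 4 from 9742350 to 9744867, was at 0.133 FPKM in the double mutant and 1.47 in *pkl-1*, a log2 fold change of -3.47 (q = 0.00201 in the authors' deposited table). It was also a DEG in *pkr2-2* against Col-0 (-3.35) and in the double mutant against Col-0 (-3.44), but not in *pkl-1* (0.05). With a pseudocount of 1 FPKM, its log2 fold change against *pkl-1* was -1.13, below the threshold.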

The overlap between the different DEG comparison sets was also analyzed (fig. 4). 

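Overlaps were tested with Fisher's exact test (one-sided), against the genes tested in both tables. By this exact test, for *pkr2-2* and *pkl-1* against Col-0, 45 DEGs fell in both, where 2.83 were expected by chance (odds ratio 25.8, p = 8.9e-42), and 99 rose in both, where 3.69 were expected (odds ratio 77.8, p = 1.2e-121). For *pkr2-2* and *pkr2-2;pkl-10*, 63 fell and 159 rose in both (odds ratios 22.4 and 116). For *pkl-1* and *pkr2-2;pkl-10*, 278 fell and 518 rose in both (odds ratios 108 and 427), with p too small for the computer to hold. Adjustment over the 18 overlap tests that were run changed the side of 0.05 of none of these p-values. All of these sets share the Col-0 libraries. Unchanged genotypes were therefore simulated 200 times against them, with the standard errors of the authors' deposited tables. Simulated and observed numbers count finite fold changes only, among the 18587 genes simulated. The unchanged genotypes gave 10.7 shared DEGs on average for *pkr2-2* and *pkl-1*, where 86 were observed. They gave 4.47 common to all 3 mutants, where 79 were observed, and no simulation reached the observed numbers. Neither number could be reached, since the simulated DEGs were at most 70 in *pkr2-2* and 62 in *pkl-1*. Where 4 genotypes instead varied independently of each other by as much as *pkr2-2* varies from Col-0, a simulation rescaled after the first outcome was seen, the averages were 74.2 and 57.9, and 14 of 200 simulations reached 86 while none reached 79. Without the rescaling they were 103.92 and 79.09, and 196 and 103 of the simulations reached the observed numbers. With or without it, none reached the observed 139 for *pkr2-2* with the double mutant (at most 93 rescaled and 131 without) or 507 for *pkl-1* with it (at most 97 and 126). The simulated DEGs were at most 273 in *pkl-1* and 279 in the double mutant (362 and 358 without rescaling), where 605 and 1189 were observed. So 507 could not be reached, and the 139 is set against too small a double-mutant set. Neither comparison tests shared variation.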

Significant overlap of DEGs was found between all three mutants (i.e., *pkl-1, pkl-10, pkr2-2*) in comparison to Col-0, whether upregulated or downregulated (fig. 4*a* and *b*). In this regard, 34 downregulated and 94 upregulated DEGs were found to be common to all three mutants (when compared to Col-0) and were enriched for GO terms such as development, response to abiotic stress and cell wall organization (with common upregulation of four pectate lyase genes). In addition, 203 down- and 259 upregulated DEGs were common between the *pkr2-2;pkl-10* versus *pkr2-2* and *pkl-1* versus Col-0 sets, and 19 down- and 14 upregulated DEGs wee common the between *pkr2-2;pkl-10* versus *pkl-1* and *pkr2-2* versus Col-0 sets. 

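The genes shared by all 3 mutants against Col-0 were 34 that fell and 94 that rose, and with a pseudocount of 1 FPKM they numbered 8 and 6. Pectate lyase or pectin lyase-like genes among those that rose were AT1G67750, AT3G07010, AT3G01270 and *AT59* (AT1G14420, chromosome 1 from 4931485 to 4933662). *AT59* had a log2 fold change of 3.07 in *pkr2-2*, where it rose from 0.0815 to 0.685 FPKM (q = 0.0467 in the authors' deposited table), 4.85 in *pkl-1* and 5.04 in the double mutant. AT3G01270 had a log2 fold change of 3.65 in the double mutant, and like *AT59* it was below 0.2 FPKM in Col-0.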

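For the sets that depend on *PKL*, 203 DEGs fell in both comparisons, where 9.34 were expected (odds ratio 83.9, p = 2.8e-239, Fisher's exact test, one-sided), and 259 rose, where 15.3 were expected (odds ratio 58.7, p = 2.3e-273). For those that depend on *PKR2*, 19 fell, where 0.549 were expected (odds ratio 51.8, p = 1.8e-24, the same exact test), and 14 rose, where 0.848 were expected (odds ratio 21.4, p = 1.1e-13). The comparisons of each pair share no library. With a fold-change threshold of 1 on the log2 scale, 952 fell and 1060 rose in the sets that depend on *PKL*, and with a pseudocount of 1 FPKM, 7 fell and 1 rose in those that depend on *PKR2*. The independent genotypes of the rescaled simulation gave 3.81 and 3.71 shared DEGs on average. Among the same 18587 simulated genes, 288 and 18 with finite fold changes were observed. The 288 could not be reached, since the simulated DEGs were at most 273 in *pkl-1* and 265 in the double mutant against *pkr2-2*.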

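In the sets of *pkr2-2* against Col-0 and *pkr2-2;pkl-10* against *pkr2-2*, 3.00 DEGs were expected by chance to fall in both, and the observed number gave an odds ratio of 2.45 (p = 0.0308, adjusted p = 0.0326, Fisher's exact test, one-sided). Of genes rising in both, 3.99 were expected (odds ratio 4.40, p = 2.8e-06, the same exact test). In the sets of *pkl-1* against Col-0 and *pkr2-2;pkl-10* against *pkl-1*, the odds ratio was 18.4 for the 22 genes that fell (p = 3.2e-19, the same exact test) and 2.22 for the 4 that rose (p = 0.118, adjusted p = 0.118), which does not pass 0.05. Without infinite fold changes, 5 genes fell in both *pkr2-2* sets (p = 0.105, the same exact test), and 2 rose in both *pkl-1* sets (p = 0.402). The genes that fell in both *pkr2-2* sets did not pass 0.05 in 5 of 8 alternative settings. The shared single mutant enters the comparisons with opposite sign, so counting error alone works against these overlaps.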

Some overlap was also found between the *pkr2-2;pkl-10* versus *pkr2-2* and *pkr2-2* versus Col-0 (7 down- and 16 upregulated DEGs) sets, and between *pkr2-2;pkl-10* versus *pkl-1* and *pkl-1* versus Col-0 (22 down- and 4 upregulated genes). These last two overlaps of DEGs include transcription factors, cell wall remodelers, circadian rhythm, and photosynthesis-associated genes. 

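The genes that fell in *pkl-1* against Col-0 and rose in *pkr2-2;pkl-10* against *pkl-1* exceeded the 0.755 expected by chance (odds ratio 16.4, p = 3.5e-09, Fisher's exact test, one-sided). Those that rose and then fell exceeded an expectation of 3.91 (odds ratio 3.34, p = 5.6e-04, the same exact test). Because *pkl-1* enters the comparisons with opposite sign, chance alone also produces such genes. Of the 22 genes, 12 have finite fold changes in both comparisons, and 10 of these were among the 18587 genes simulated. Unchanged genotypes drawn with the standard errors of the authors' deposited tables gave 10.9 on average, and 133 of 200 simulations gave as many as observed. With the smaller standard errors that the deposited p-values imply, the average was 1.14 and no simulation did. The largest opposite changes were in AT3G01345 (log2 fold changes 8.10 and -7.04), AT1G27565 (4.30 and -6.65) and *GSTU8* (AT3G09270; -3.32 and 4.03). AT3G01345, on chromosome 3 from 129138 to 130749, was at 0.385 FPKM in Col-0 and 106 in *pkl-1*. Its 0.965 FPKM in *pkr2-2;pkl-10* comes from the comparison with *pkl-1*, and is not on the scale of these values. With infinite fold changes left out, the genes that rose in *pkl-1* numbered 4 (odds ratio 1.80, p = 0.194, the same exact test), and with a fold-change threshold of 1 on the log2 scale 46 (odds ratio 0.957, p = 0.634).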

Finally, we found an overlap of oppositely dysregulated DEGs (i.e., upregulated in one set, while downregulated in the other set) between *pkr2-2;pkl-10* versus *pkl-1* and *pkl-1* versus Col-0 on the one hand (10 downregulated and 12 upregulated DEGs in *pkl-1* vs. Col-0), and the same genes oppositely dysregulated DEGs in the other set). Similarly, the comparisons of *pkr2-2;pkl-10* versus *pkr2-2* with *pkr2-2* versus Col-0 identified a set of oppositely dysregulated DEGs (32 downregulated and 20 upregulated DEGs in pkr2-2 vs. Col-0 and oppositely dysregulated in the other set) (fig. 4*e* and *f*). 

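For *pkr2-2*, 32 genes fell and were higher in the double mutant, where 1.62 were expected (odds ratio 31.7, p = 5.4e-33, Fisher's exact test, one-sided), and 20 rose and were lower in it, where 7.39 were expected (odds ratio 2.92, p = 5.8e-05). Under a pseudocount of 1 FPKM, they numbered 1 (p = 0.167, the same exact test) and 2 (p = 0.0814). Of the 52 genes, 18 have an infinite fold change in at least one comparison and 7 were below 1 FPKM in every genotype of both. Among the simulated genes, 30 were observed. Unchanged genotypes drawn with the standard errors of the authors' deposited tables gave 10.3 on average and at most 18, and with those implied by the deposited p-values 1.28 and at most 5. Where 4 genotypes varied independently by as much as *pkr2-2* varies from Col-0, all 200 simulations gave at least as many as observed, 74.0 on average after rescaling, and the same holds for the *pkl-1* genes, with 74.4. The largest opposite changes were in *PAP3* (AT1G14700), which was at 2.23 FPKM in Col-0 and 0.0989 in *pkr2-2* (log2 fold changes -4.49 and 3.98), in AT3G04210 (-3.67 and 4.24) and in *SADHU3-2*, which rose again by 3.57. When 1 FPKM is added to each value, *PAP3* and AT3G04210 pass the threshold in neither comparison.

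**Figure D4:**
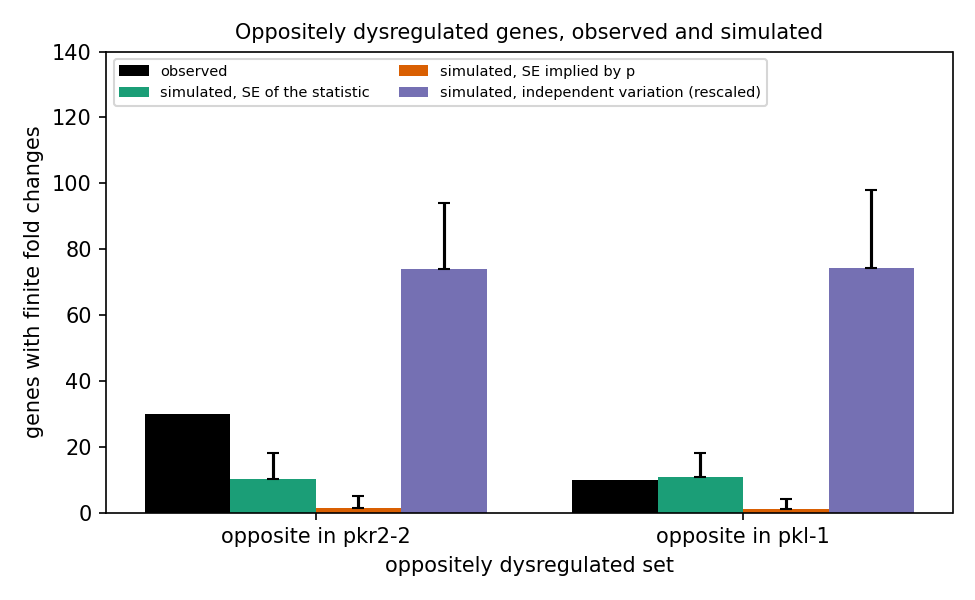
Number of oppositely dysregulated genes with finite fold changes in the *pkr2-2* sets and the *pkl-1* sets, among the 18587 genes simulated. Observed numbers (30 and 10) stand beside those simulated in 3 ways. Simulated bars are means of 200 simulations and their lines reach to the highest of them, and SE is the standard error of the log2 fold change.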

The genes oppositely dysregulated in *pkr2-2;pkl-10* versus *pkr2-2* and *pkr2-2* versus Col-0 sets were enriched for genes involved in ubiquitination and cell wall components. 

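By the product names of the TAIR10.1 annotation, 6 of the 52 genes oppositely dysregulated in *pkr2-2* encode ubiquitin-related, RING-type or F-box proteins, 1 encodes a cell wall protein and 7 are not protein-coding. An enrichment of gene ontology terms was not analysed here.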

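Of the 22 genes oppositely dysregulated between *pkl-1* against Col-0 and *pkr2-2;pkl-10* against *pkl-1*, 1 has the product name of an F-box protein and 4 are not protein-coding. In every genotype of both comparisons, 5 of them were below 1 FPKM. *GSTU8*, on chromosome 3 from 2848183 to 2849686, encodes a glutathione S-transferase of the tau class and was at 0.0972 FPKM in *pkl-1* against 0.969 in Col-0. Computed with a pseudocount of 1 FPKM, its log2 fold changes of -0.84 and 1.38 do not pass the threshold.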

Genes oppositely dysregulated in *pkr2-2;pkl-10* versus *pkl-1* and *pkl-1* versus Col-0 were enriched for genes involved in abiotic stress response.

**Fig. 4.**
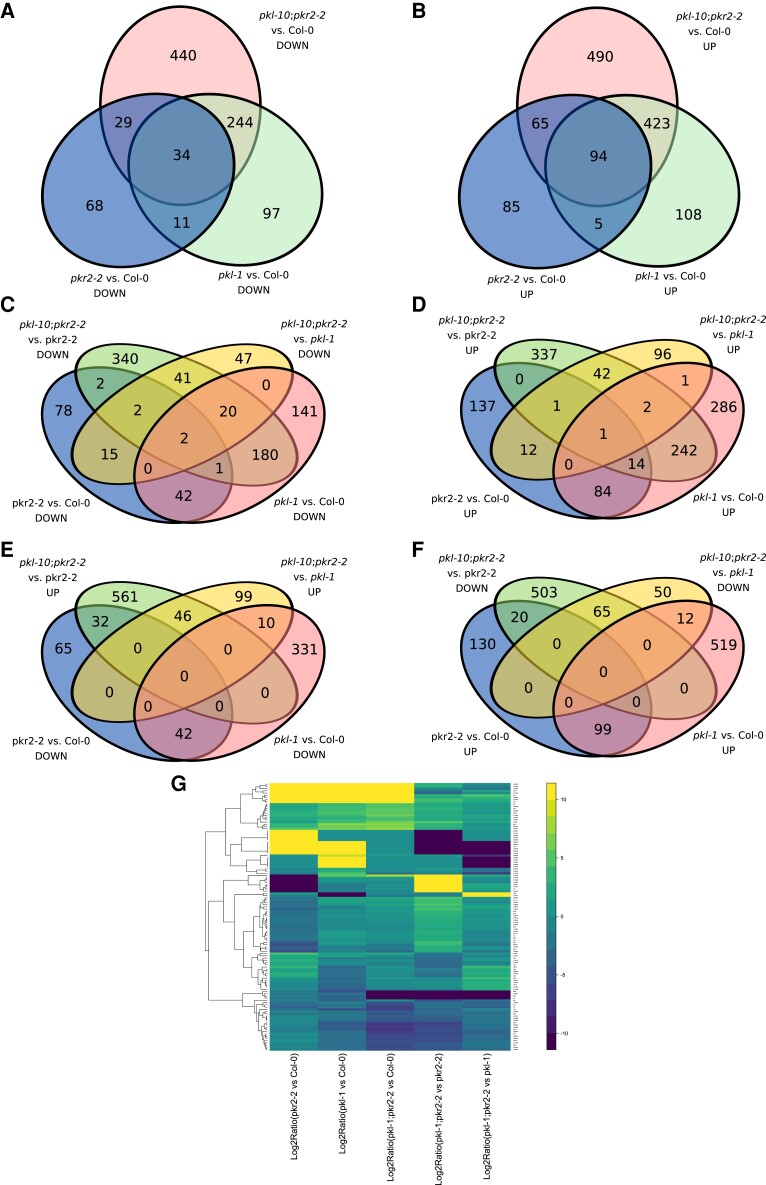
Overlaps of differentially expressed genes (DEG). Overlaps and clusters of DEGs between the different subsets calculated between four DAP seed transcriptomes of *pkr2-2*, *pkl-1*, *pkr2-2;pkl-10*, and WT Col-0 4 DAP seeds. (*A*–*F*) Venn diagram of downregulated (*A* and *C*) and upregulated (*B* and *D*) DEGs between *pkr2-2*, *pkl-1*, and *pkr2-2;pkl-10* in comparison to WT Col-0 (*A* and *B*) and between *pkr2-2* and *pkl-1* compared to Col-0 and *pkr2-2;pkl-10* compared to *pkr2-2* and *pkl-1* (*C* and *D*). (*E* and *F*) Venn diagram of oppositely dysregulated genes between *pkr2-2* and *pkl-1* compared to Col-0 and *pkr2-2;pkl-10* compared to *pkr2-2* and *pkl-1.* (*G*) Heatmap dendrogram of overlapping DEGs between *pkr2-2*, *pkl-1* and *pkr2-2;pkl-10* and WT Col-0.

The heatmap dendrogram (fig. 4*g*) demonstrates that genes commonly dysregulated between *pkr2-2;pkl-10* versus *pkr2-2* and *pkr2-2* versus Col-0 tend to also be dysregulated in the same direction (i.e., either UP or DOWN) in *pkr2-2;pkl-10* versus *pkl-1* and *pkl-1* versus Col-0. 

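The 23 genes changed in the same direction in *pkr2-2* against Col-0 and in the double mutant against *pkr2-2* all moved in that direction in *pkl-1* against Col-0, 18 of them as DEGs. In the double mutant against *pkl-1*, 20 of the 23 moved in that direction, 6 of them as DEGs. Of the 26 genes changed in the same direction in *pkl-1* against Col-0 and in the double mutant against *pkl-1*, 24 had that direction in *pkr2-2*, 3 of them as DEGs, and all 26 had it in the double mutant against *pkr2-2*, 25 of them as DEGs. All of these genes were DEGs in the double mutant against Col-0. Part of this follows from arithmetic, since the 2 changes along either single mutant add up to the same total change from Col-0.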

We also observed that the oppositely dysregulated genes between either *pkr2-2;pkl-10* versus *pkr2-2* and *pkr2-2* versus Col-0 sets or *pkr2-2;pkl-10* versus *pkl-1* and *pkl-1* versus Col-0 sets are not significantly dysregulated in the *pk2-2; pkl-10* versus Col-0 set, possibly suggesting that these are dysregulated by each single *pkr2-2* or *pkl-1* mutant allele, but return to WT levels when both mutations are combined. This demonstrates that the antagonistic opposite effects at the functional genetic level fo*r pkl* and *pkr2*, are recapitulated at the transcriptome level where antagonistic effects are observed on a subset of the seed transcriptome DEGs identified in this study.

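Of the 52 genes oppositely dysregulated in *pkr2-2*, 2 were DEGs in the double mutant against Col-0, 17 had a q-value under 0.05 at any fold change in the authors' deposited table, and 13 were not tested. Over the 41 with a finite fold change there, the median absolute log2 fold change was 0.40, and the highest 3.19. Of the 22 oppositely dysregulated in *pkl-1*, 0 were DEGs in the double mutant against Col-0, 4 had a q-value under 0.05 in the authors' deposited table and 9 were not tested. Over the 14 with a finite fold change, the median was 0.49 and the highest 2.36. Of the tested genes, 17 of 39 and 4 of 13 thus had a q-value under 0.05, against 72.8% of all genes tested there. A gene with opposite changes of similar size lies near its Col-0 level by construction, so this return is not independent of the way the genes were selected.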

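The change that the loss of *PKL* brings was compared between the backgrounds, as the log2 fold change of the double mutant against *pkr2-2* minus that of *pkl-1* against Col-0. The absolute difference had a median of 0.29 over 19227 genes and was above 2 in 527 of them. With the standard errors of the authors' deposited tables, 4784 of these genes (24.9%) passed a Benjamini-Hochberg threshold of 0.05, a count that serves as a description only, because no replicate values were used here and the mutants carry different *pkl* alleles. With at least 1 FPKM in every genotype it was 4624 of 16300 genes, of which 109 differed by more than 2. From the genes that change in opposite directions and lie at the level of Col-0 when both mutations are combined, the paper concludes that the antagonism of *pkl* and *pkr2* known from functional genetics is also found in a subset of the seed transcriptome.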

## Discussion

### *PKR2* Has Diverged From *PKL* Within Brassicaceae and Undergone Reduction in Protein Disorder Under Positive Selection

The evolution of PKR2 is unique within the CHD3 chromatin remodeler family. The three clades represented by *PKL*, *PKR1*, and *PKR3* are conserved between animals and plants, whereas *PKR2* is the only plant-specific gene of the family and has been until now classified within the PKL clade for its close resemblance with PKL despite the lack of a PHD domain (Ho et al. 2013). We demonstrate here that *PKR2* originated from a duplication of *PKL* during the early divergence of Brassicaceae, which is in agreement with Trujillo et al. (2022), and that *PKR2* diverged from *PKL*. Our finding that *PKR2* is under positive selection (while *PKL* is not) and that *PKL* seems to be relatively well-conserved across Embryophytes supports the possibility of a neofunctionalization of *PKR2*. Gene neofunctionalization events are often associated with a gene duplication followed by one of the duplicates fast diverging under selection, while the other remains under purifying selection (Gibson and Goldberg 2009; Sandve et al. 2018). Indeed, PKL function is essential in plants for normal cell fate determination through the maintenance of H3K27me3 homeostasis (Ogas et al. 1997, 1999; Carter et al. 2016; Carter et al. 2018), which is consistent with the purifying selection which acts on the *PKL* coding sequence.

The fact that most amino acid positions under positive selection in the PKR2 sequence are located in either the Chromo or SNF2-related N-terminal domains could signal their importance for a newly acquired function of PKR2, which would make sense given their roles in H3 tail recognition. Positive selection in the ATPase SNF2-related N-terminal domain is more surprising due to the highly conserved nature of ATPases (Linder et al. 2004; Ho et al. 2013), although rapid evolution here could be related to the loss of the highly disordered loop structure in the middle of the SNF2-related N-terminal domain. Indeed, 3D structure prediction of PKL and PKR2 suggests that the loss of this loop causes an important change to protein folding, especially in the C-terminal regions (supplementary fig. S2*c* and *d*, Supplementary Material online). In PKL, the loop structure is closely adjacent to the C-terminus. In contrast, the loss of this loop in PKR2 seems to simplify the structure which is no longer in close proximity with the C-terminus. This decreases disorder at that location, leading to the observed suppression of the associated disorder peak in the IUPRED prediction (supplementary fig. S2*b*, Supplementary Material online). Furthermore, the apparent release of the C-terminal end of the protein in PKR2 is associated with a smoothing of the predicted disorder signal. The modifications of the PKR2 protein likely result in an overall reduction in the level disorder within the protein structure (in comparison with PKL).

Apart from N39 and P503, all the amino acid sites under positive selection are predicted to stabilize the 3D structure of the protein through hydrogen bonding, again suggesting that *PKR2* may be evolving to reduce disorder within the protein. This would agree with hypotheses that disorder-to-order transitions are features of both subfunctionalization and neofunctionalization after gene duplication events (Ahrens et al. 2016; Ahrens et al. 2017). According to this mechanism, some conformations newly obtained by mutations can be stabilized by novel protein interactions and thus be selected through the course of evolution, followed by a loss of disorder to stabilize the new conformation (Schlessinger et al. 2011; Mosca et al. 2012; Pechmann and Frydman 2014). The reduction of disorder in PKR2 could thus suggest that it is adjusting to a new conformation that differs from that of the ancestral PKL. As intrinsically disordered regions can affect protein–protein interactions in intra-nuclear compartments (Meng et al. 2015), the lack of these regions in PKR2 could be associated with a different subnuclear localization of PKR2 in comparison to PKL.

### Divergent and Antagonistic Roles of *PKL* and *PKR2* in Transcriptome Regulation

In Arabidopsis, *PKL* and its diverged homolog *PKR2* have different roles in control of seed development, which are consistent with models of neofunctionalization. However, their respective roles in transcriptome regulation have not been investigated. 

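The interquartile range of the log2 fold changes was 0.46 in *pkr2-2* against Col-0, 0.75 in *pkl-1* and 0.96 in *pkr2-2;pkl-10*, among genes with at least 1 FPKM in both genotypes. A q-value under 0.05 was listed for 49.6% of the tested genes of *pkr2-2* in the authors' deposited table, 66.4% of those of *pkl-1* and 72.8% of those of *pkr2-2;pkl-10*, at any fold change. Among 9569 genes with a mean of at least 10 FPKM, 54 were DEGs in *pkr2-2* and 206 in *pkl-1*. The *pkl-10* single mutant was not among the samples, and the difference between the mutants was not tested on replicates.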

Here, we perform RNA-seq and reveal that a knockout mutant allele of *PKR2* (i.e., *pkr2-2*) causes less dysregulation of the transcriptome than *PKL* loss of function alleles (*pkl-1* and *pkl-10*). This observation at the seed transcriptome level is consistent with functional genetics of these mutants, as only *pkl* mutants display visible changes to seed development (Carter et al. 2016). Surprisingly, although the *pkr2-2;pkl-10* double mutant rescue the seed phenotype of a *pkl-10* mutants, we found more DEGs in the double mutant than in the two single mutants combined (i.e., DEGs of both *pkr2-2* and *pkl-10*). This suggests that PKL and PKR2 do not directly counteract each other's effects but could act antagonistically on the seed size phenotype via different genes and pathways. On the other hand, we identify the DEGs which are specific to either *pkl-1* or *pkr2-2*, and whose expression reverted to WT levels in the double mutant. These DEGs were enriched in for genes encoding ubiquitin-protein transferases or cell wall components, indicating that some directly antagonistic effects between *PKL* and *PKR2* could be observed in protein degradation pathways and cell wall organization.

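The DEGs of *pkr2-2* and *pkl-1* against Col-0 sum to 1408, and 1264 genes are in at least one of the sets. Of these 1264, 890 were also DEGs of the double mutant. Of the DEGs of the double mutant, 930 (51.1%) were in neither single mutant. Many of the 930 changed the same way in a single mutant without passing the threshold, 617 of them with a q-value under 0.05 in *pkl-1* and 374 in *pkr2-2* in the authors' deposited table. Those that rose in the double mutant had a median log2 fold change of 1.53 in *pkl-1* and 0.86 in *pkr2-2*, and those that fell had -1.50 and -0.46. The double mutant had more DEGs than the single mutants combined under all 8 alternative settings, with 5102 against 4830 at a fold-change threshold of 1 on the log2 scale as the closest. Its effective depth after normalization was also greater, an estimated 1.75 times that of *pkr2-2* when each is set against Col-0. Among genes with a mean of at least 10 FPKM, where fragments are plentiful, it had 394 DEGs and the single mutants together 260.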

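Restricted to genes with finite fold changes in both comparisons, 34 genes were oppositely dysregulated in *pkr2-2* and 12 in *pkl-1*. Of the 52 and the 22 genes, 0 were DEGs of the other single mutant against Col-0. Genes not tested there are counted as no DEG, and some of the genes passed the fold-change threshold there. *PAP3* was at 1.80 FPKM in the double mutant against 2.59 in Col-0, a log2 fold change of -0.52, and AT3G04210 at 1.59 against 1.08 (0.56). *SADHU3-2* was at 29.7 FPKM against 108 and had not returned to the Col-0 level (-1.86). AT3G01345 was at 0.848 FPKM against 0.410 (1.048).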

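The reference annotates 110 genes as pectate lyase, pectin lyase or pectin lyase-like, and 129 as pectin methylesterases or their inhibitors. Pectin lyase-like names a superfamily, so the former need not all be lyases. In *pkr2-2;pkl-10* against Col-0, 5 of the former rose and 6 fell as DEGs among 65 tested, and of the latter 12 rose and 10 fell among 85 tested. The median of the 8 genes that the paper names as pectin genes, AT3G09340 included, was 1.21 there, with 5 higher and 3 lower than in Col-0.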

Our analysis of pathway dysregulation further supported this, identifying four pectin lyase genes and three PME inhibitor genes within the DEGs. These are known to promote or restrict cell wall loosening during plant tissue growth (Marín-Rodríguez et al. 2002; Levesque-Tremblay et al. 2015). Four of the five lyases were upregulated in the mutants, while one PME inhibitor was downregulated in *pkl-1* and *pkr2-2;pkl-10* and the others were upregulated in *pkr2-2*, *pkl-1*, and *pkr2-2;pkl-10*. Hence, the increase in RNA expression levels of pectin lyases could help explain the increased seed size in *pkl-1*, with a compensatory increase of PME inhibitor activity counterbalancing this following mutation of *pkr2*. 

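AT2G45220 was at 14.2 FPKM in the double mutant against 161 in Col-0 (log2 fold change -3.51), and fell by 0.87 on the log2 scale in *pkr2-2*. AT1G02810 rose by 1.70 in *pkr2-2*, and its change of 0.53 in *pkl-1* had a q-value of 0.166 in the authors' deposited table. AT3G10720 had log2 fold changes of 4.71 in *pkr2-2*, 5.56 in *pkl-1* and 7.18 in the double mutant, against 0.0344 to 0.0402 FPKM in Col-0, with q-values of 0.329, 0.287 and 0.264 in the authors' deposited table. AT3G09540 was not tested in any comparison with Col-0. The paper also checked named genes by RT-qPCR, and those values were not examined here. Genes of these families are similar in sequence, so reads can be shared between their members.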

The molecular mechanisms by which PKL and PKR2 might control these cell wall genes, whether directly or indirectly, remain to be determined. Investigation of protein–protein and protein–DNA interactions for PKL and PKR2 could indicate whether these are due to direct or indirect effects of PKL versus PKR2 binding to chromatin. Further investigations of the role of PKL in transcriptome regulation in flowering plants outside of the Brassicaceae could identify the basal role in the absence of presence of PKR2.

## Conclusions

In this study, we demonstrate that *PKR2* originated from a duplication of *PKL* in the Brassicaceae linage and has subsequently evolved under positive selection with likely neofunctionalization. The PKR2 amino acids under positive selection are located within chromatin- and ATP-interacting domains and change PKR2 protein structure toward a reduction of its intrinsic disorder. The functional effects of these amino acids on the structure of PKR2 compared to PKL remain unexplored, especially in terms of interaction with histones. We conclude that the *PKL*/*PRK2* system provides a valuable model understanding the evolution of gene duplicates (including neofunctionalization), antagonistic molecular networks, and their ultimate functional effects on seed development.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* seeds were surface sterilized with Chlorine gas (3:1 bleach:hydrochloric acid in a bell jar for 1 h). Seeds were germinated on 0.5 × Murashige and Skoog (MS) medium (Murashige and Skoog, 1962) containing 1% w/v sucrose and 0.8% w/v agar, and grown in a percival tissue culture cabinet under a 16:8 h light:dark (21 °C/18 °C) regime (Boyes et al. 2001) until they were transferred to soil [five parts Westland compost (Dungannon, N. Ireland): 1 part perlite: 1 part vermiculite]. Plants were grown in chambers under fluorescent lamps at 200 μmol m^−2^ s^−1^ with the same photoperiod.

All knockout mutants were in Col-0 background: *pkr2-2*, that is SALK_115303 (Aichinger et al. 2009), *pkl-1* (Ogas et al. 1997) and *pkl-10,* that is GABI_273E0681 (Zhang et al. 2012). Primers used to genotype *pkr2-2* are 5′-GGGGAGGAGTATCTGGTGAAG-3′ (forward), 5′-ATTTTGCCGATTTCGGAAC-3′ (reverse wild type) with the SALK specific reverse primer 5′-ATTTTGCCGATTTCGGAAC-3′. The *pkl-1* mutant was genotyped as published by Ogas et al. (1997) using 5′-AGCATTCTGTGCCCAACTGA-3 (forward), 5′-CAATTCGCTCGTACTGCCATTAC-3 (reverse wild type) and 5′-CAATTCGCTCGTACTGCCATTAT-3′ (reverse mutant). The *pkl-10* mutant was genotyped using 5′-TGCGGTTTGTTTCTCCTCTCG-3′ (forward), 5′-TGTTTCAGAGACCCAAAATCGTG-3′ (reverse wild type) and the GABI specific reverse primer 5′-ATATTGACCATCATACTCATTGC-3′ (supplementary table S1, Supplementary Material online).

### Plant DNA Extraction

Plant genomic DNA was extracted using 20 mg of rosette leaf which was grinded with glass beads and incubated in DNA extraction buffer (200 mM of Tris–HCl pH 7.5, 250 mM of NaCl, 25 mM of EDTA, 0.5% of SDS) for 10 min at 60 °C. Samples were next mixed with equal volumes of ice-cold isopropanol (1:1) and DNA was precipitated at −20 °C for 10 min followed by a centrifugation. Precipitated DNA was washed once with 70% v/v ethanol, left over to dry, re-suspended in water, and incubated at 60 °C for 10 min.

### RNA Extraction and Sequencing

RNA was extracted from snap frozen seeds from at least 30 siliques per replicate collected at 3 DAP according to the protocol described by Allorent et al. (2010), with some modifications. In particular, seeds were homogenized in 2 ml Eppendorf tubes using a plastic reusable pestle and mixed with 1 ml RNA extraction buffer as described by Oñate-Sánchez and Vicente-Carbajosa (2008). The protocol continued as described (Allorent et al. 2010). DNase treatment was performed on 1 μg of crude RNA using the DNase I amplification grade kit (Invitrogen, UK), followed by clean-up and concentration for RNA-seq using RNA clean and concentrator kit from Zymo Research (Cambridge Bioscience, UK). RNA integrity was assessed by agarose gel electrophoresis, and at least 400 ng of RNA per sample were used for mRNA sequencing (Novogene, Cambridge, UK).

### Identification of PKR2 and PKL Homolog Sequences in Embryophytes

For each gene, an initial search was performed by using the *A. thaliana* sequences as query for a BLAST search (Mount 2007) within Embryophyte genomes from the Phytozome (version 13) and NCBI Refseq databases. Resulting sequences were compiled and aligned using MUSCLE [version 3.5, Edgar (2004)] on the phylogeny platform using default parameters (16 iterations maximum). Phylogeny was established using PhyML [version 3.0, Guindon et al. (2010)] with an SH-like approximate likelihood test, and the tree was build using TreeDyn [version 196, Chevenet et al. (2006)] to root sequences on the PKL homolog sequence from *D. melanogaster*. Disorder prediction of PKR2 and PKL in *A. thaliana* was performed using Iupred3 (Erdős et al. 2021).

### Testing for Positive Selection

Tests for positive selection were performed on a subset of 22 PKL and PKR2-like sequences, and PKR2 homologs to identify instances of positive selection within *A. thaliana*. The retrieved protein and cDNA sequences were aligned using Clustal Omega, followed by PAL2NAL to convert the alignment. RAxML was used to fit a maximum likelihood tree using this subset of sequences to determine not only topology but also branch lengths.

Positive selection tests were performed using the CodeML program within the PAML program. The analyses were performed using the branch-site selection model 2a, such that assessment of the model is carried out against a null model wherein ω (the potential rates of dn/ds) are fixed at 1 in comparison to a model without such fixation, and assessment of the alternate model's significance is carried out using a χ^2^ test. Multiple alternate models with different starting values for ω were used to address potential bias. Individual codons were considered as under positive selection subject to: 1) a significant difference in the null and alternate models, 2) a significant estimation of posterior probability using Bayes empirical Bayes, and 3) confirmation that the significant codon is in a conserved region of the PKL/PKR2-like proteins.

### RNA Sequencing and Bioinformatics Analysis

RNA-seq was performed on two biological replicates per sample, 20 million reads depth and pair end read. Bioinformatic analysis was performed sing the Galaxy servers (Afgan et al. 2018). Low-quality sequences with a PHRED Quality < 30 were removed using Fastp [Ver. 0.20.1, Chen et al. (2018)]. Resulting high-quality RNA sequences were mapped to reference genome TAIR10.1 using TopHat [Ver. 2.1.1, Kim et al. (2013)]. Cufflinks [Ver. 2.2.1.3., Trapnell et al. (2010)] was used to calculate gene relative expression using the fragment per kilobase per million (FPKM) method and DEGs were determined using geometrical method and negative binomial method for dispersion estimation (Poisson law). DEGs were considered as truly differentially expressed with a *q*-value < 0.05 and a Log2 fold change >2. Venn diagrams and heatmaps were generated using R-studio (Ver. 3.5.1) using the VennDiagram and ViridisLite packages. Gene ontology enrichment was performed using the Panther Algorithm (Mi et al. 2013) and dysregulated pathway enrichment with ShinyGAM [version 0.99.5-8-gec900f3, Sergushichev et al. (2016)].

Validation of RNA-seq results were done by RT-qPCR. Generation of cDNAs was done on previously treated crude RNA using the Superscript III First Strand Synthesis kit (Invitrogen, UK), according to manufacturer instructions. The RT-qPCR was performed using PowerUp SYBR green Master Mix (Applied BioSystem, UK) and corresponding primers (supplementary table S2, Supplementary Material online). Expression of target genes was normalized to *EF-1*α housekeeping gene (Wang et al. 2014) and relative expression was calculated in reference to a control sample using the Livak method. Primers are summarized in supplementary table S2, Supplementary Material online.

## Supplementary Material

Supplementary data are available at *Genome Biology and Evolution* online (http://www.gbe.oxfordjournals.org/).

## Supplementary Material

evad191_Supplementary_Data Click here for additional data file.

## Data Availability

The data underlying this article are available in the article and in its Supplementary Material online. The Raw files and DEGs lists for the RNA-seq experiments are available publicly on the NCBI Gene Expression Omnibus under the identifier GSE236025.

# Supplementary material for: PICKLE RELATED 2 is a Neofunctionalized Gene Duplicate Under Positive Selection With Antagonistic Effects to the Ancestral PICKLE Gene on the Seed Transcriptome
**Source:** Genome Biol Evol. 2023 Nov 3;15(11):evad191. doi: 10.1093/gbe/evad191
**Supplement:** evad191_Supplementary_Data

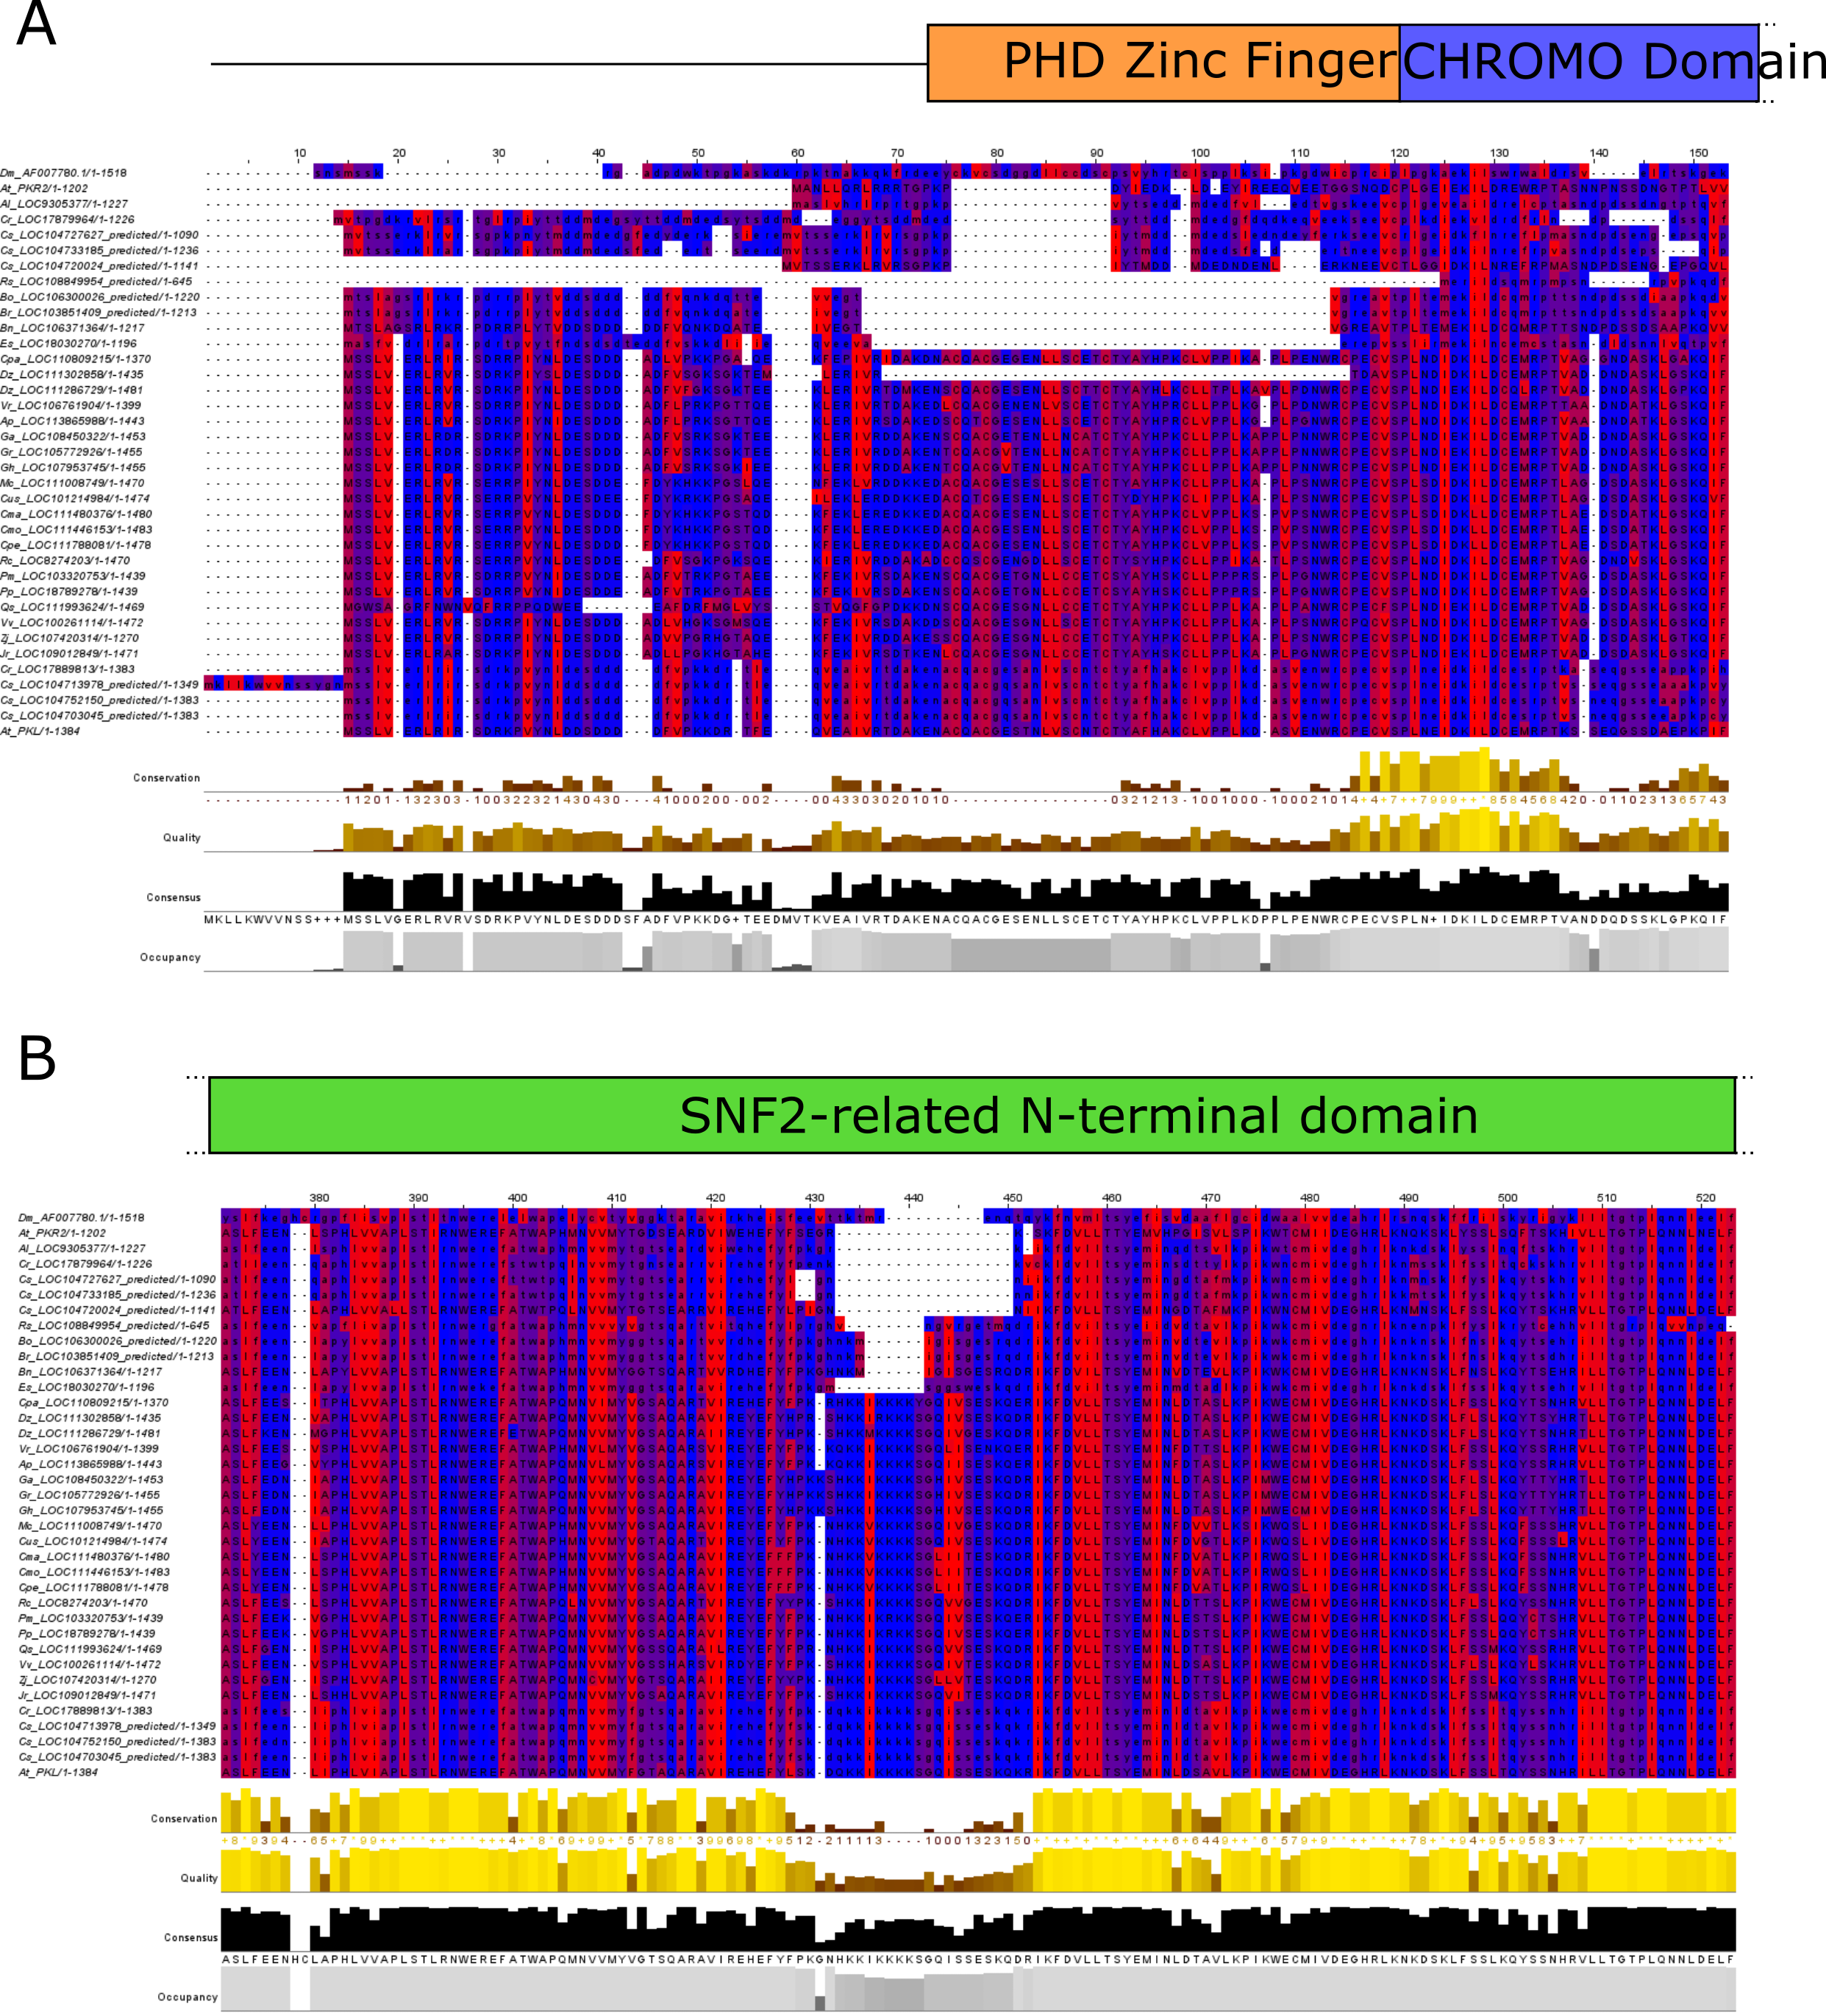

## Supplementary Figure S1: Alignment of PKL and PKR2 sequences from Embryophytes.

**A**: PhD zinc finger from PKL is absent from PKR2 sequence. **B**: A portion of the DEAD-like helicase superfamily domain is missing from PKR2. Amino acids are coloured in accordance with their hydrophobicity. Blue: Hydrophilic amino acid; Red: Hydrophobic amino acid.

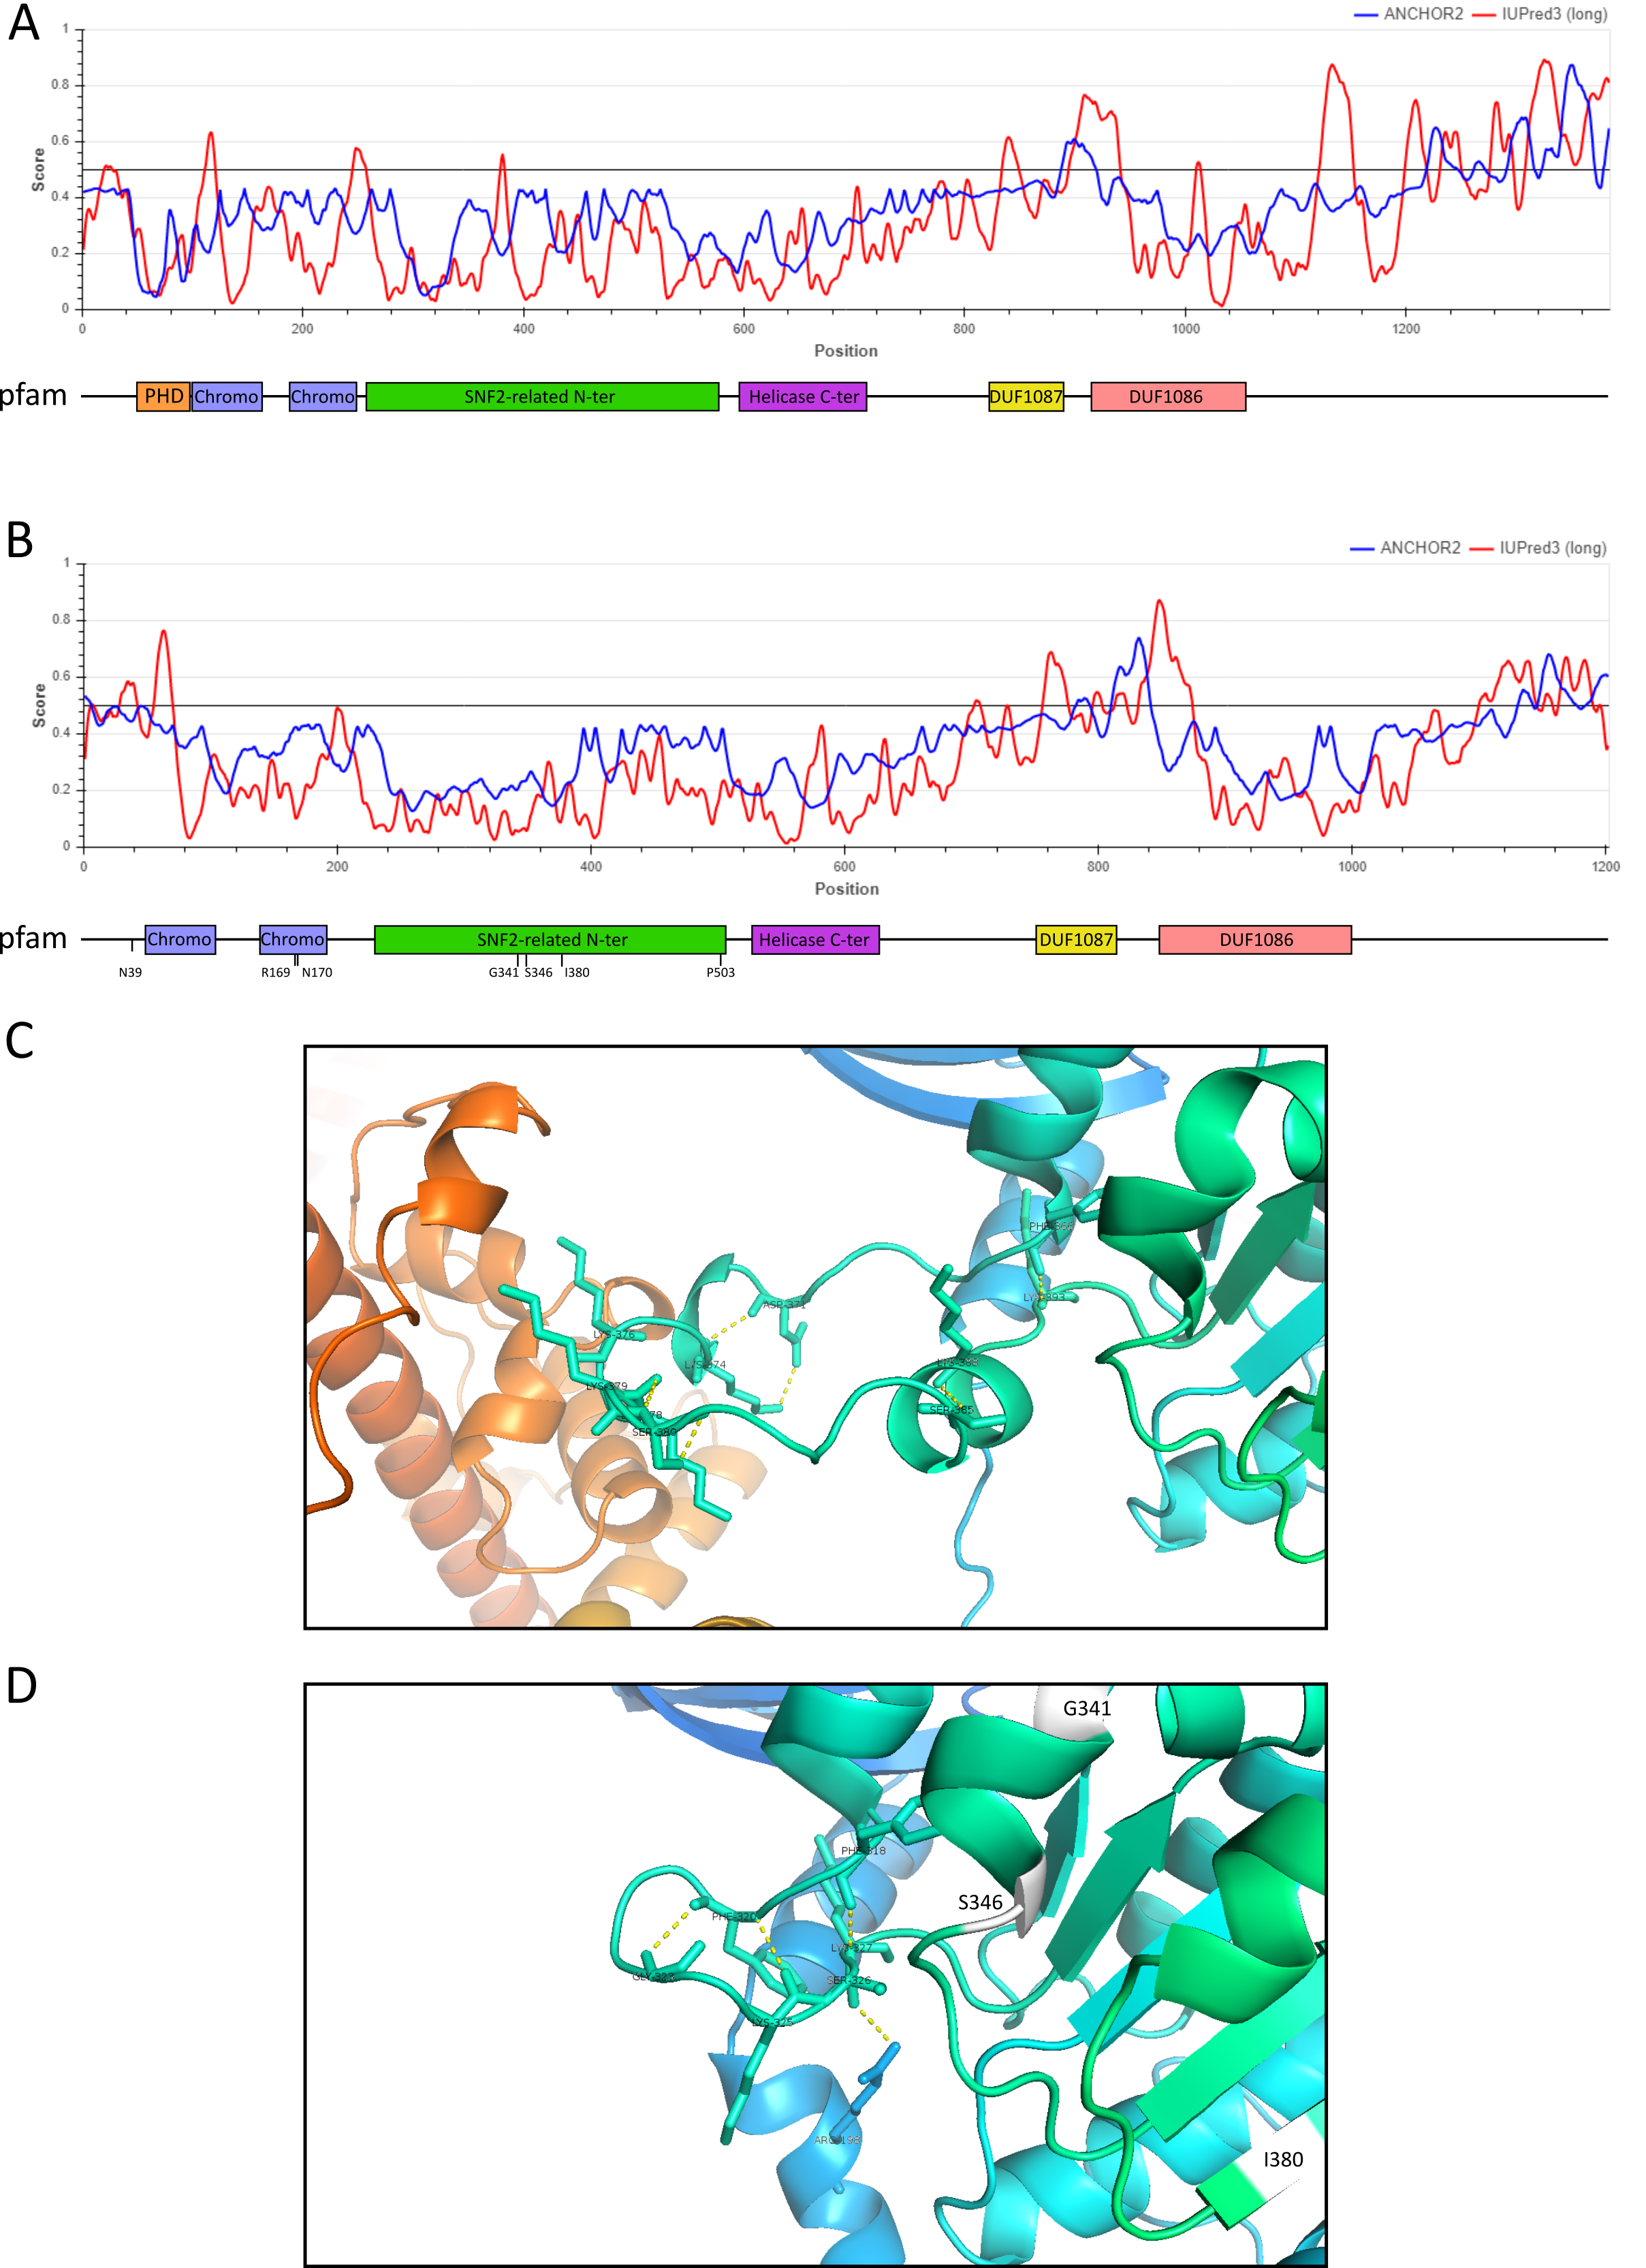

## Supplementary Figure S2: PKL and PKR2 intrinsic disorder prediction.

IUPRED3 and ANCHOR2 disorder prediction in PKL (**A**) and PKR2 (**B**) proteins. Loss of the PHD domain in PKR2 corresponds to the loss of a low disorder section, while the loss of a small loop section from the SNF2-related domain corresponds to the loss of a high disorder peak. The release of the C-terminal tail in PKR2, previously interacting with the SNF2-related domain small loop section in PKL seems to result in a smoothening of the disorder signal. Residues under positive selection are annotated under the Pfam obtained map of protein domains for PKR2 (B). **C and D**: Alphafold prediction of PKL (**C**) and PKR2 (**D**) NSF2-related N-terminal domain loop structure. Residues under positive selection in *PKR2* sequence are annotated and highlighted in grey (D).

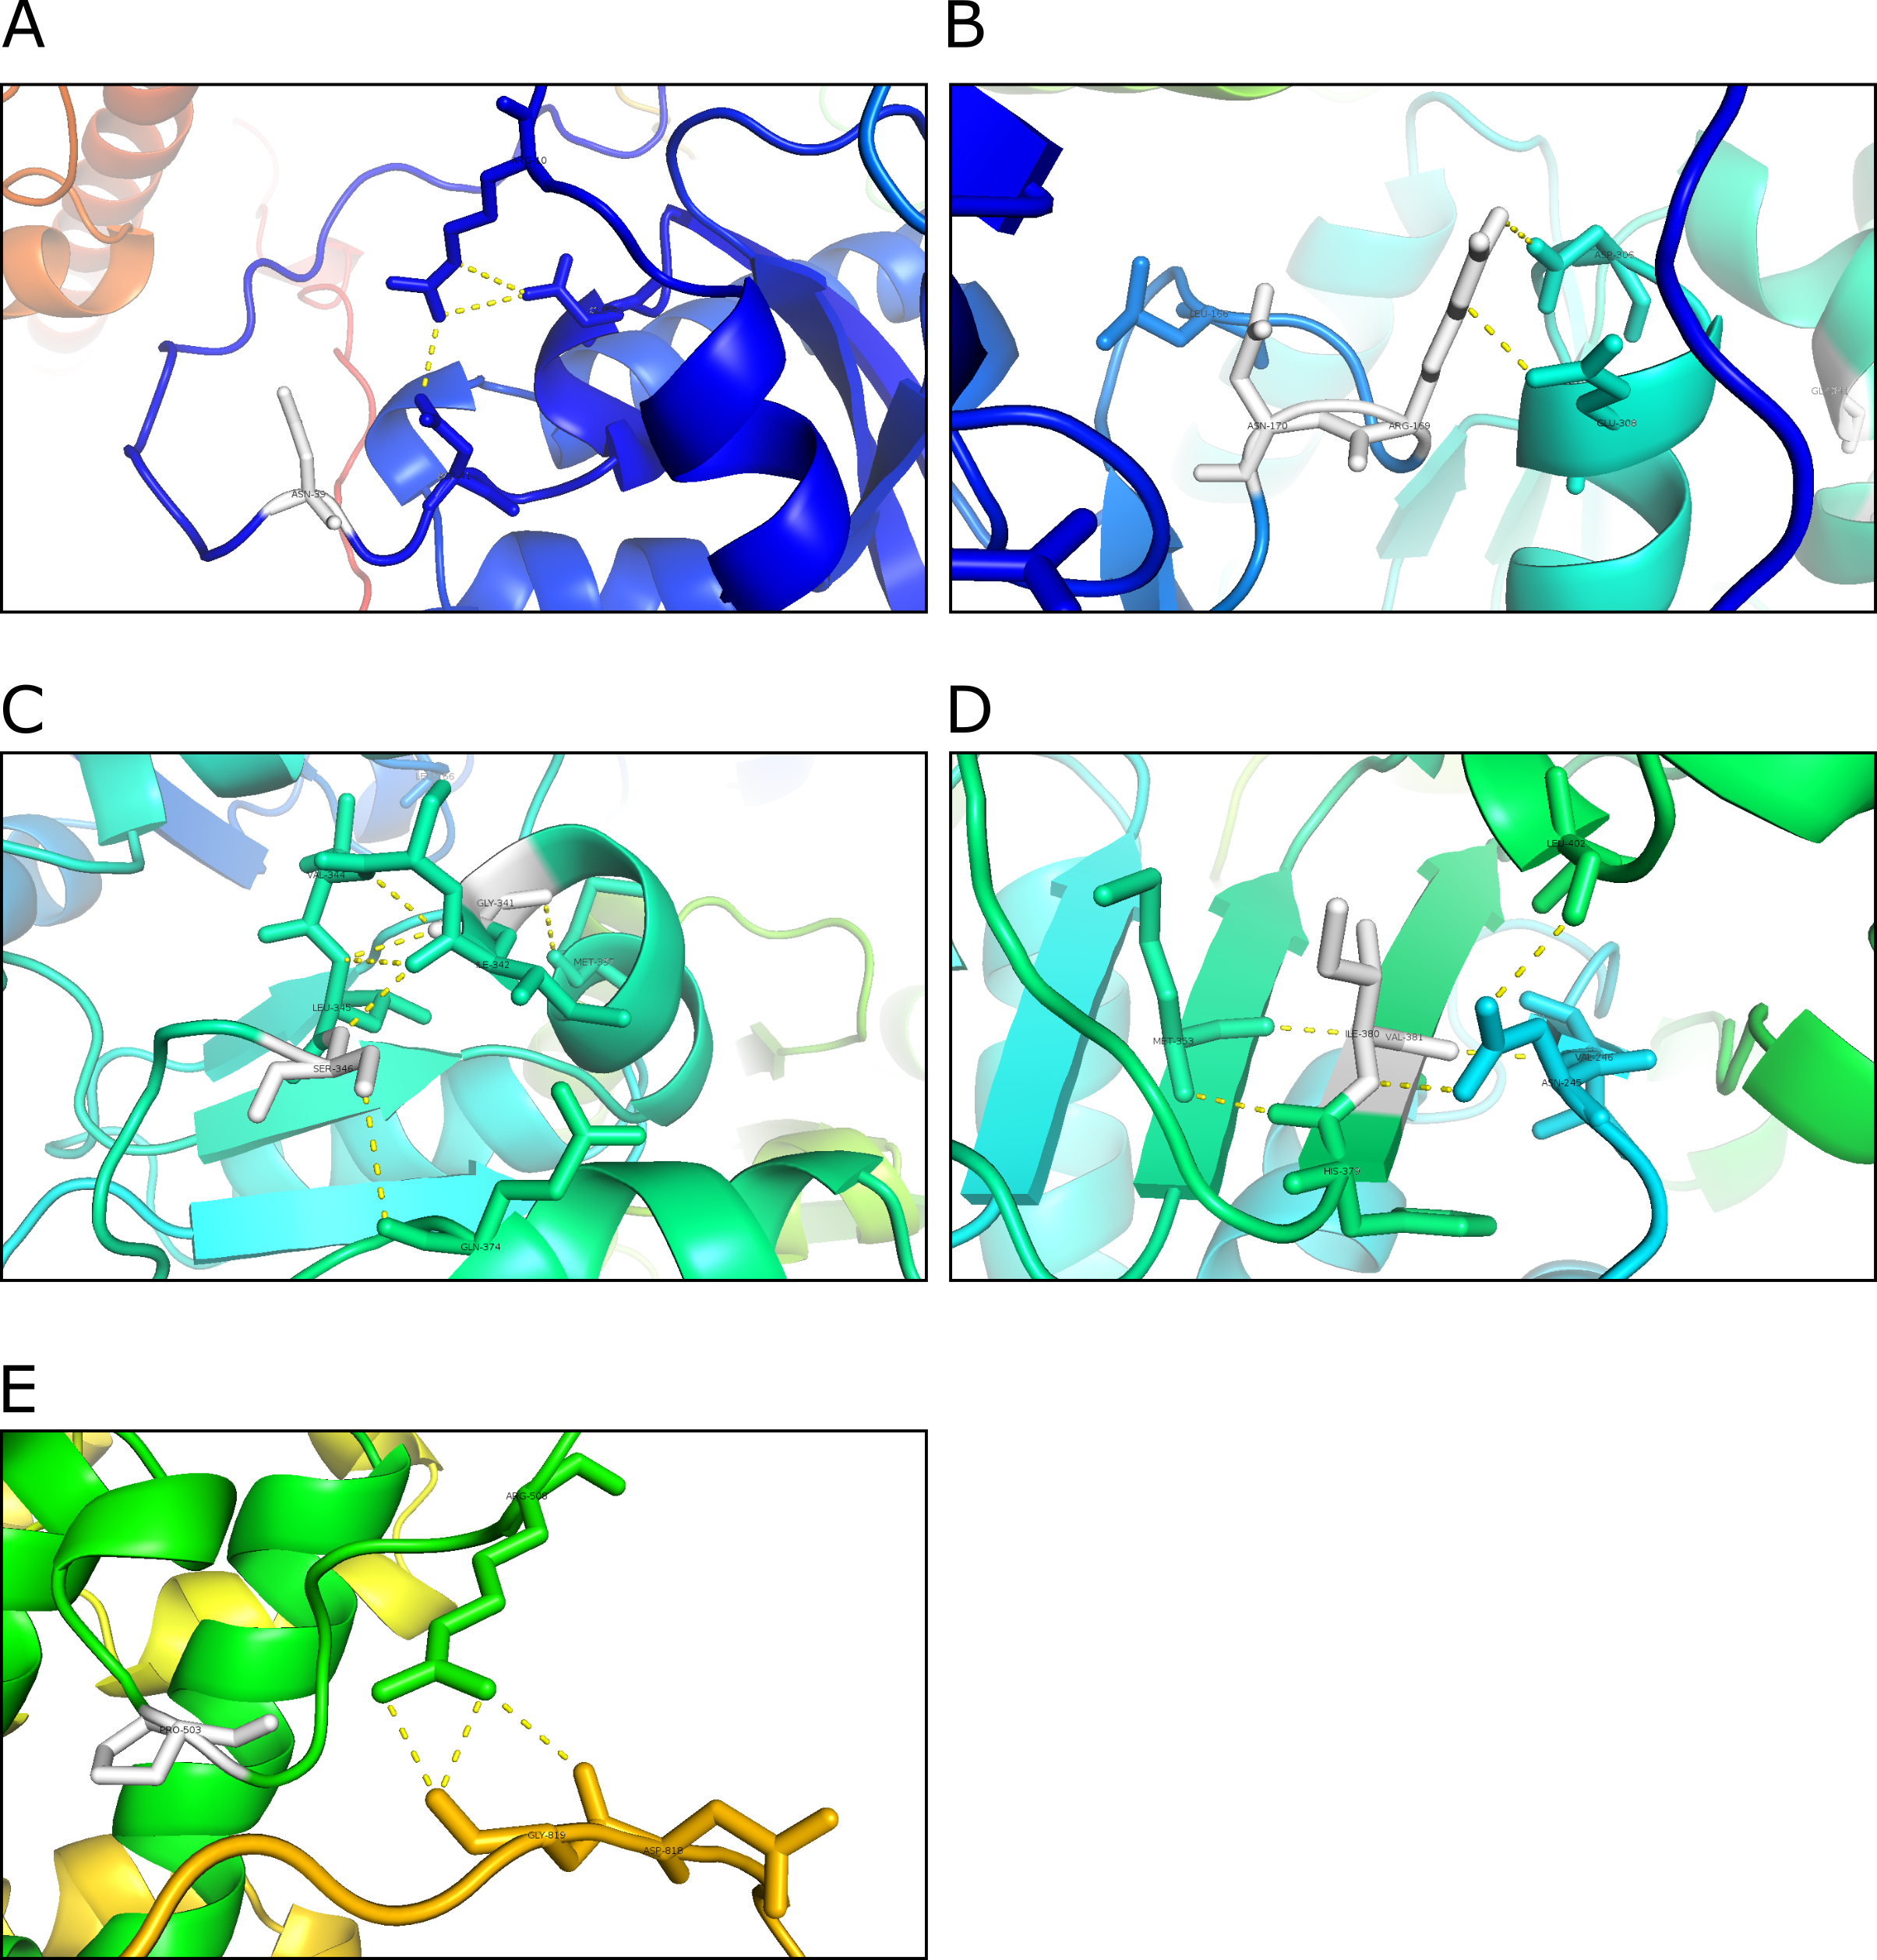

## Supplementary Figure S3: Prediction of intra-protein interaction of amino acid residues under positive selection in PKR2

Alphafold 3D prediction in PKR2 of intra-protein interactions of sites under positive selection (indicated in white). **A**: N 39 is not contributing to any higher order 3D structure, but is located near an inter-loop hydrogen bond. **B**: R 169 forms a double hydrogen bond with D 306 and E 308 from nearby alpha helix. N 170 is not predicted to form any non-covalent bond. **C**: G 341 forms hydrogen bonds with M 337, V 344 and L 345, which contribute to an alpha helix structure. S 346 is at the start of the alpha helix and forms hydrogen bonds with I 342. S 346 also forms a hydrogen bond with Q 314, maintaining cohesion between the two neighbouring alpha helices. **D**: I 380 forms a double hydrogen bond with N 245 and V 246 and participates in the cohesion of four neighbouring beta sheets. **E**: P 503 is not contributing to any higher order 3D structure, but is located near an inter-loop hydrogen triple hydrogen bond between R 506 and D 818 and G819.

## Supplementary Figure S4: Major dysregulated pathways in DEG subsets of 4 DAP seed transcriptome differences between Col-0, *pkr2-2*, *pkl-1* and *pkr2-2;pkl-10*.

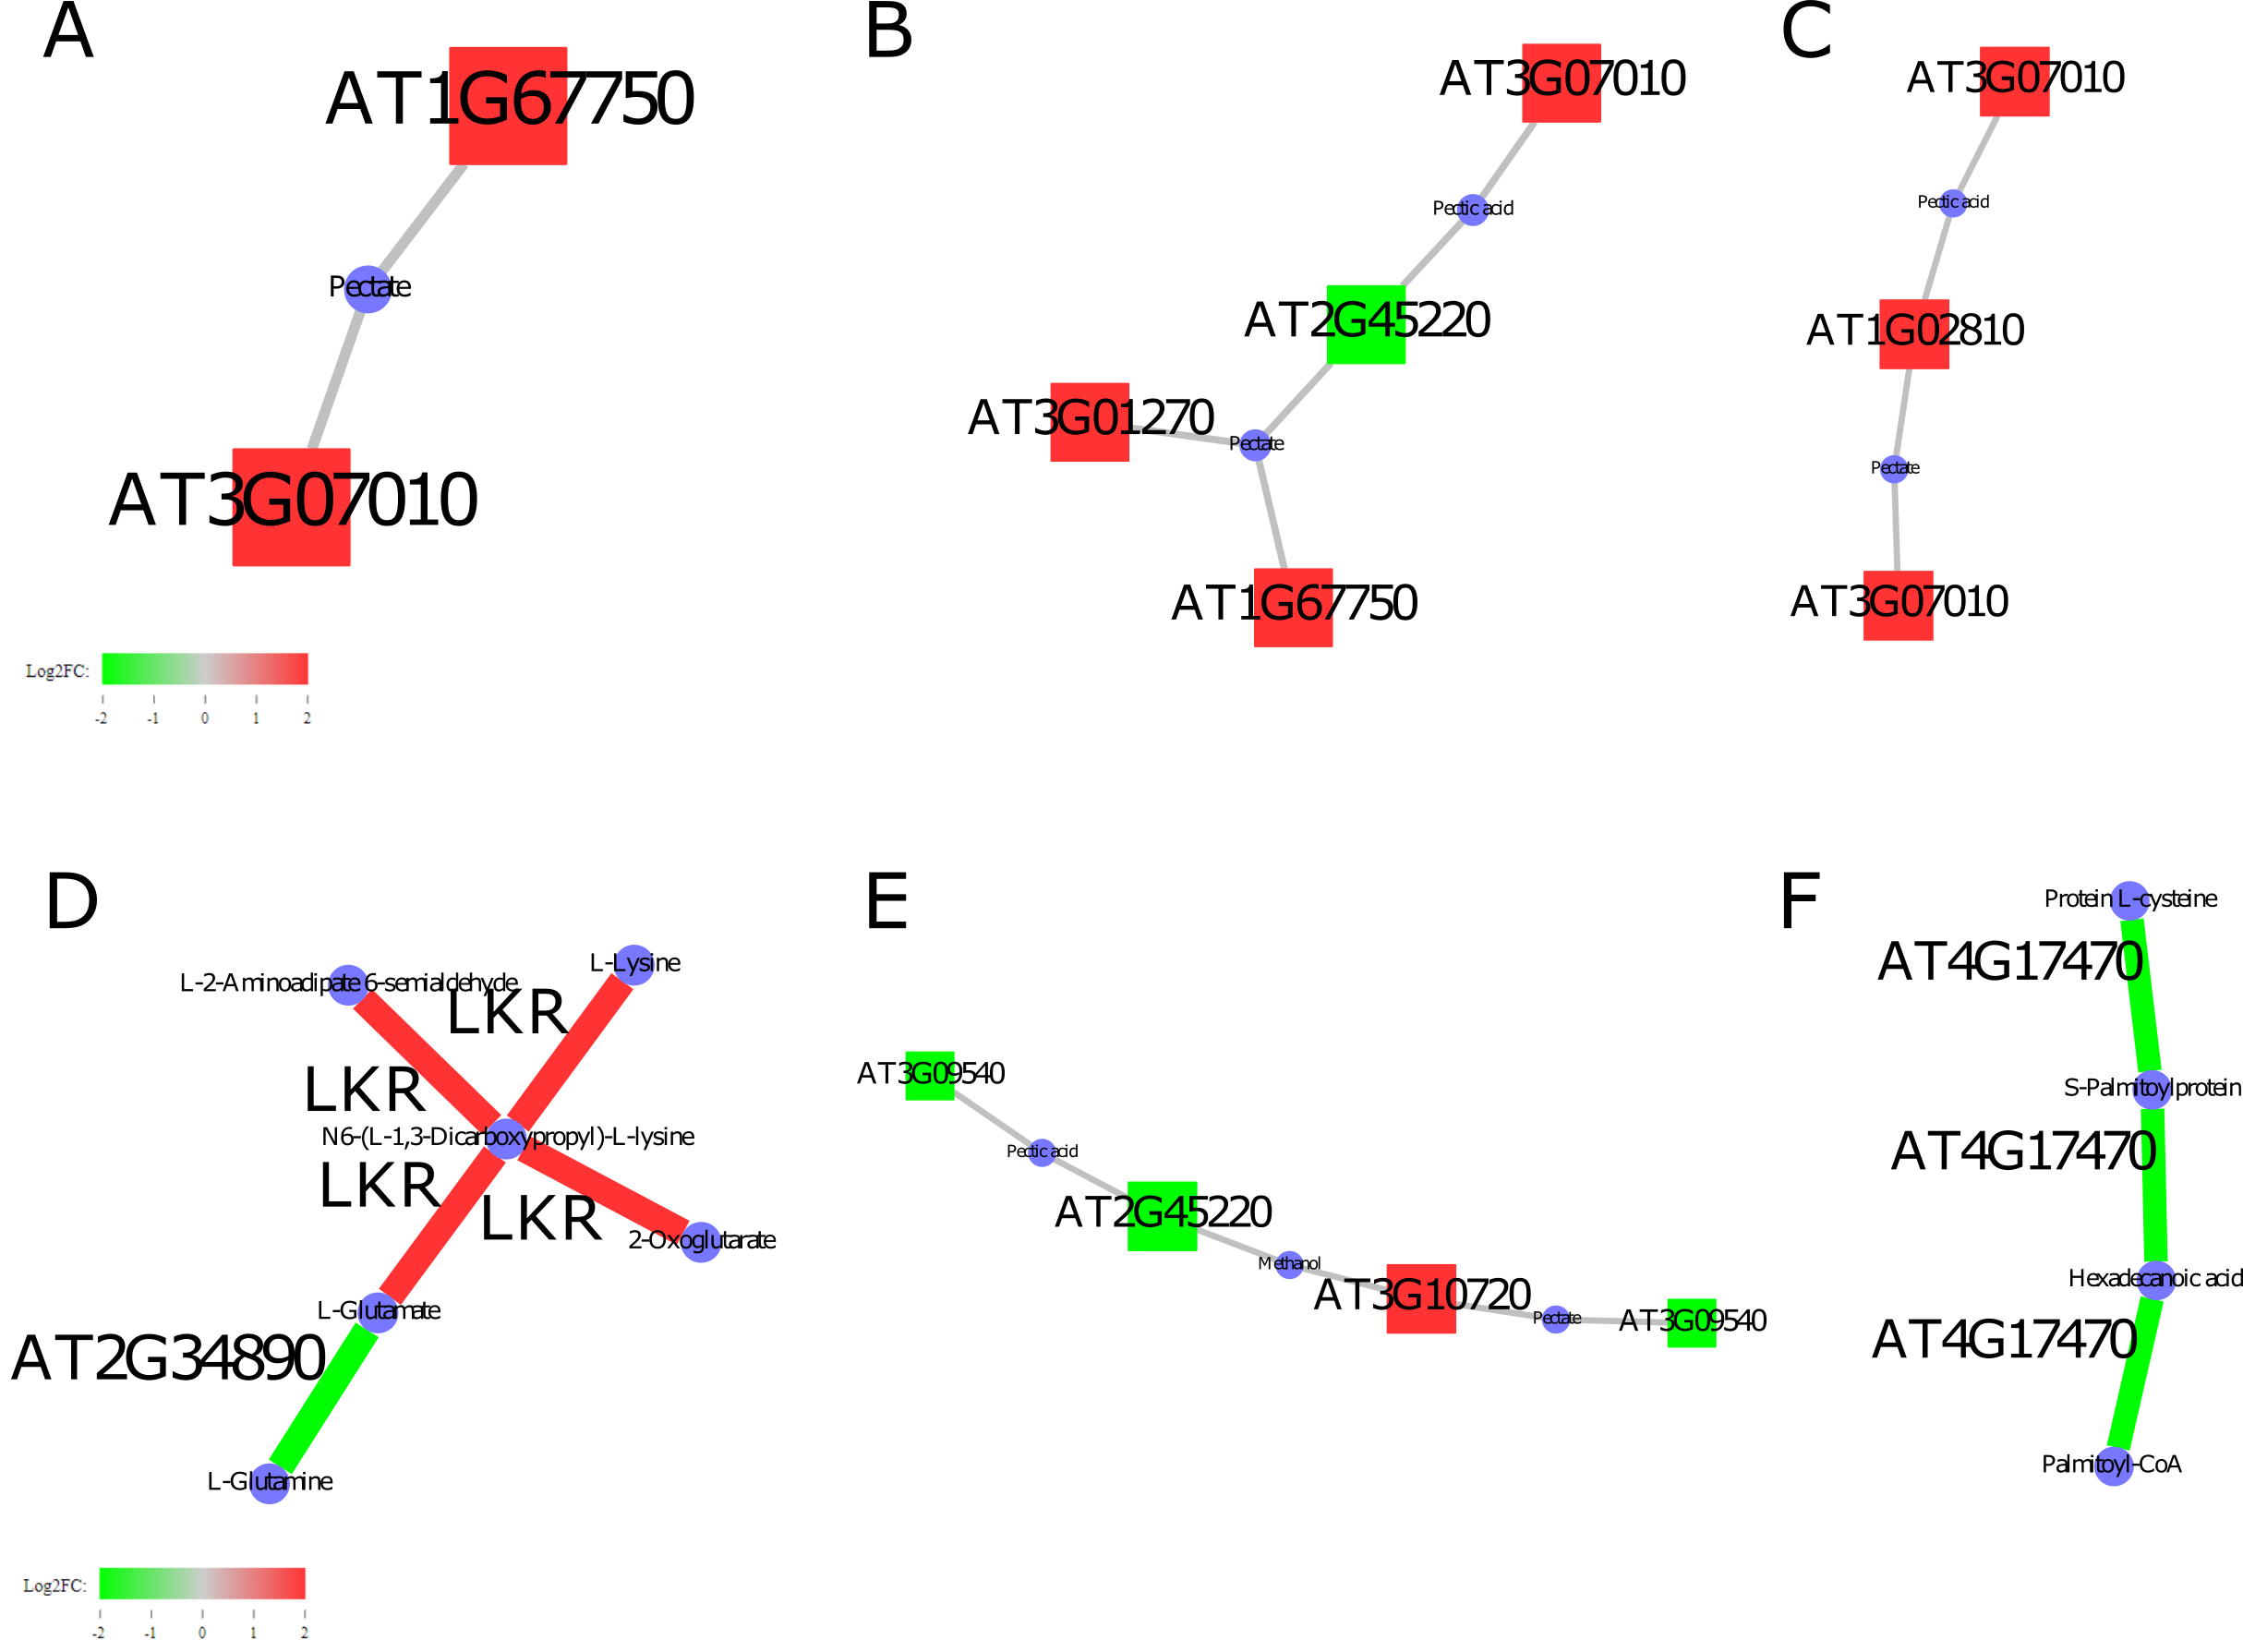

Significantly dysregulated pathways between Col-0, *pkr2-2*, *pkl-1* and *pkr2-2;pkl-10*. **A**: Dysegulation of genes encoding proteins associated with increase of cell wall loosening activity in *pkr2-2*, in comparison to Col-0. **B**: Dysegulation of genes encoding proteins associated with increase of cell wall loosening activity in *pkl-1*, in comparison to Col-0. **C**: Up-regulation of mRNA of genes encoding pectin lyases and pectin methylesterase inhibitors in *pkr2-2;pkl-10,* in comparison to Col-0. **D**: Decrease in mRNA levels of genes encoding CTP synthase and increase mRNA expression levels of genes encoding lysine-ketoglutarate reductase in *pkr2-2;pkl-10*, in comparison to Col-0. **E**: Dysegulation of genes encoding proteins associated with decrease of cell wall loosening activity in *pkr2-2;pkl-10,* in comparison to *pkr2-2*. **F**: mRNA expression levels of genes encoding thioesterases in *pkr2-2;pkl-10*, in comparison to *pkl-1*.

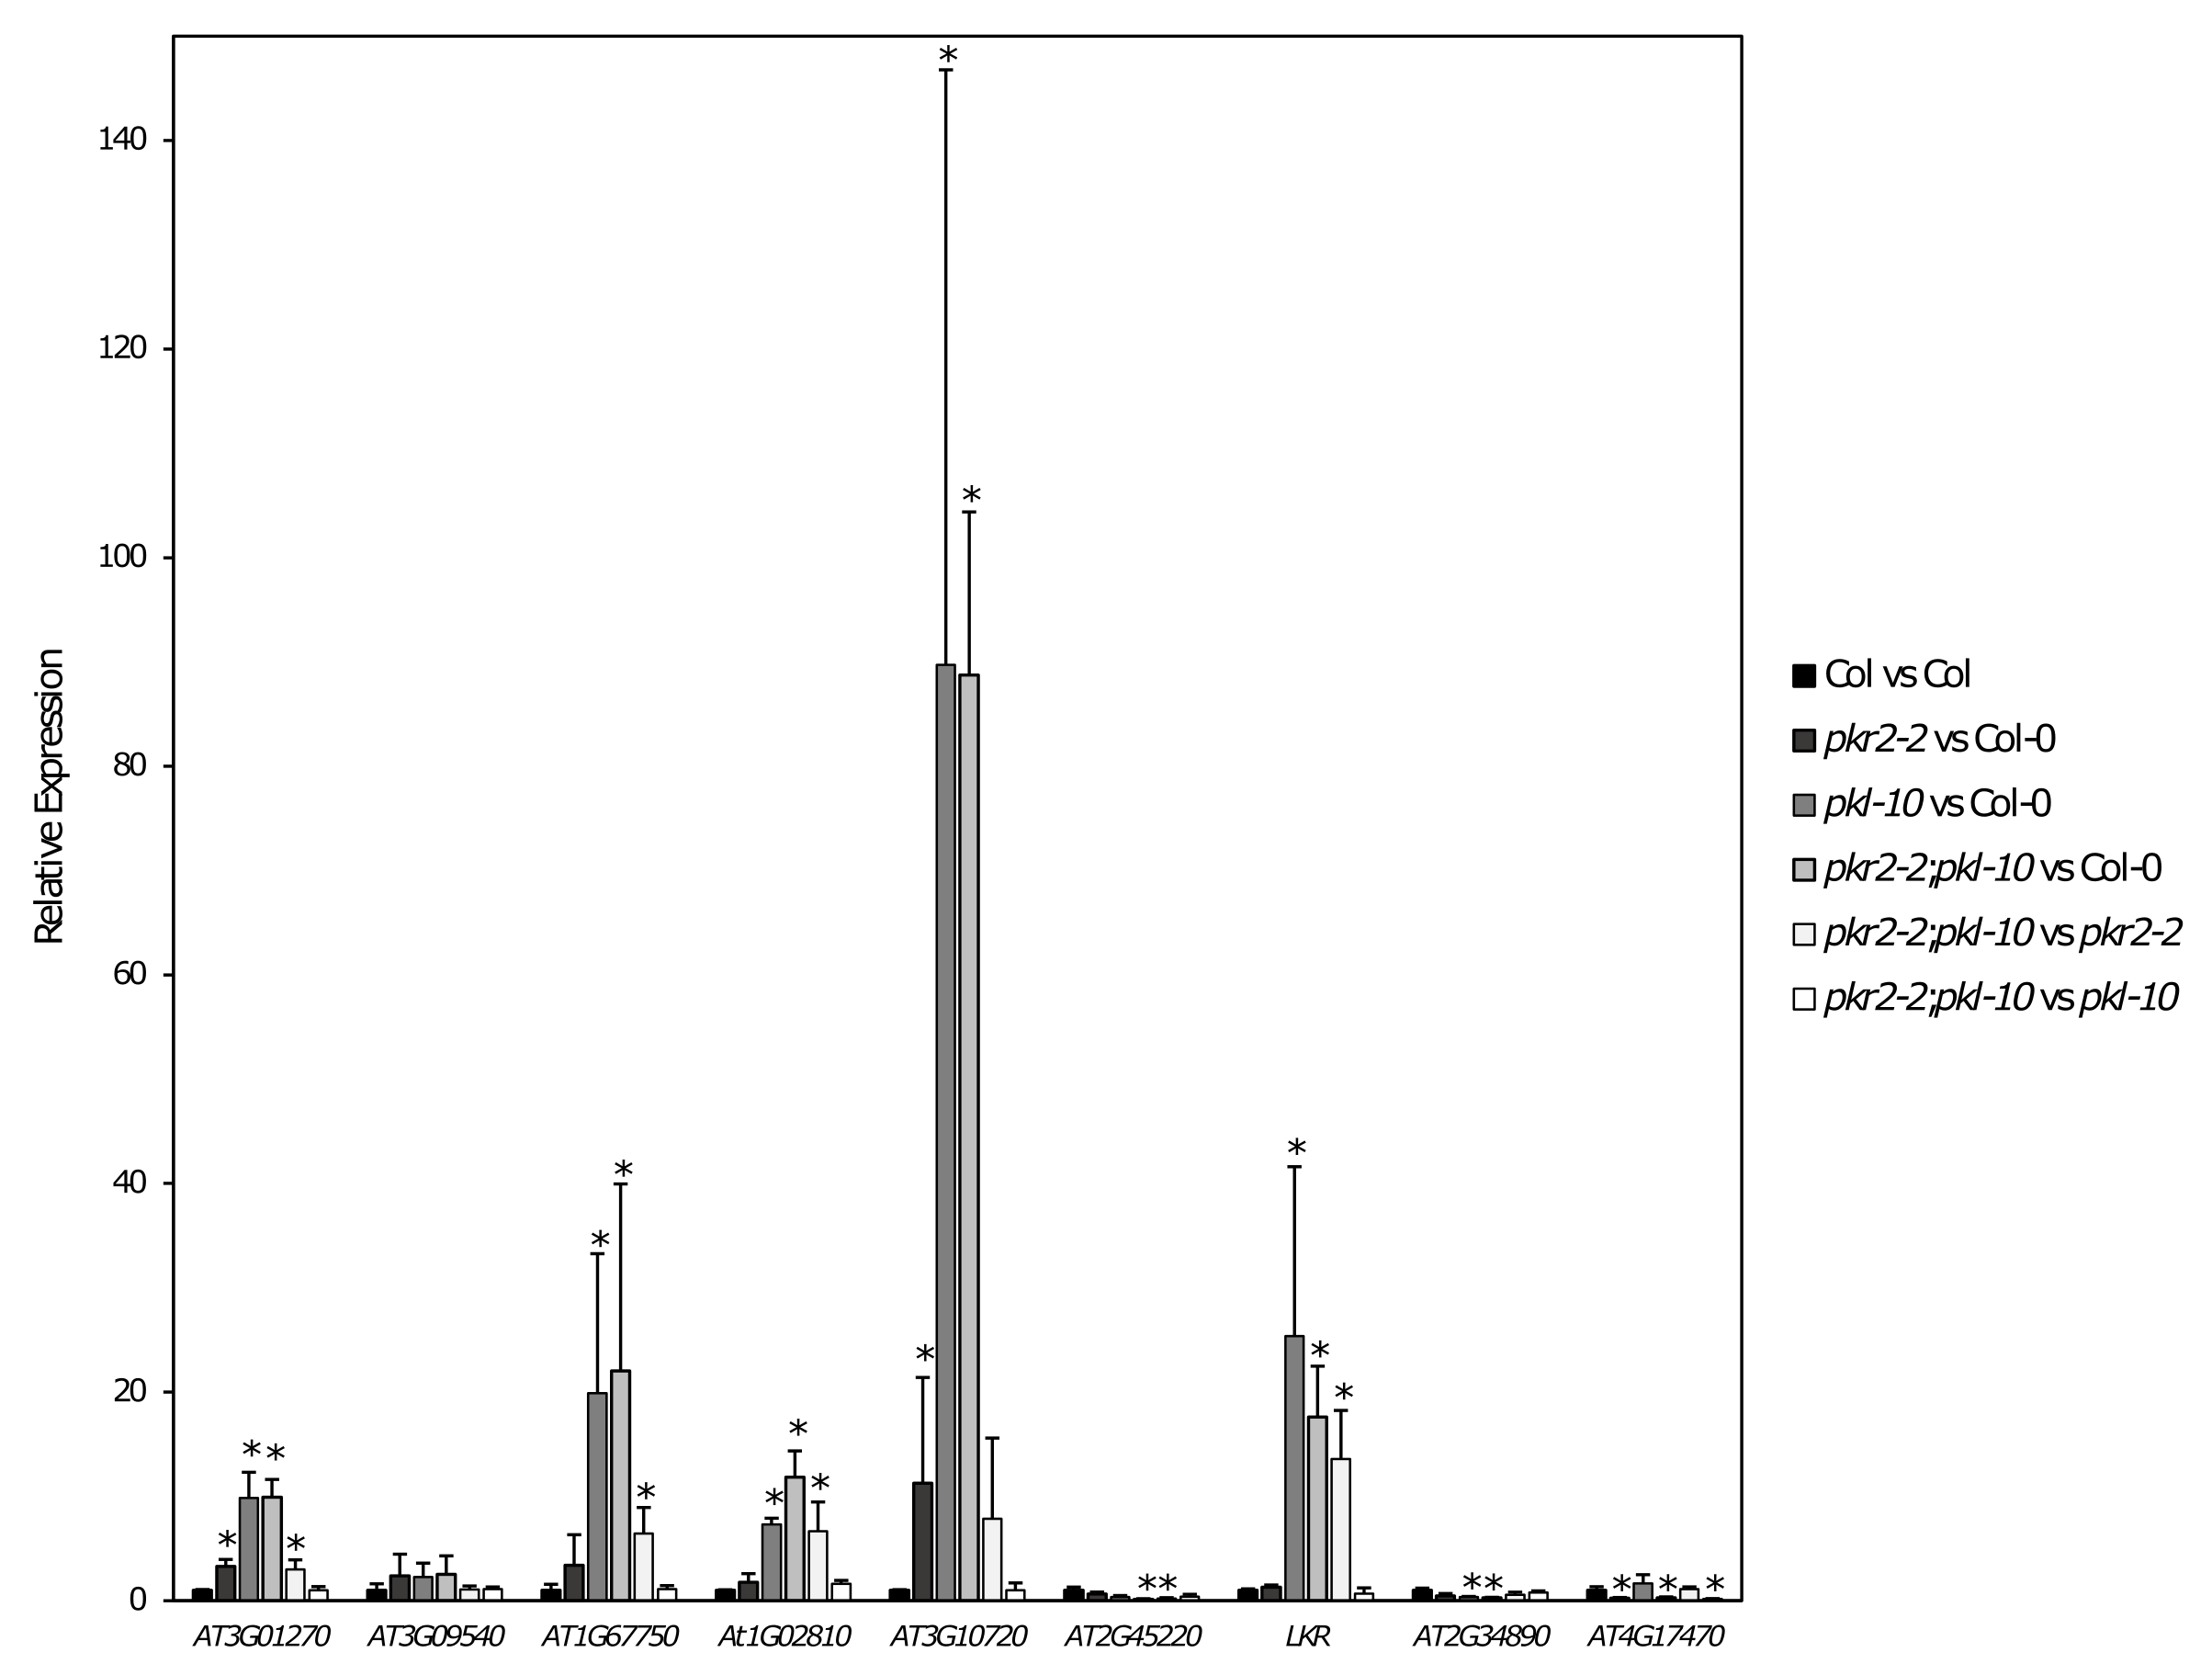

## Supplementary Figure S5: RT-qPCR verifications of target gene of interest identified from RNAseq.

Relative expression of gene targets. Relative gene expression of each gene is normalized with housekeeping gene *EF1α* expression and compared to a control sample using the Livak method. Stars indicate gene expression fold changes that are statistically significant according to Student test (p-value < 0.05).

| **Line** | **Primer** | **Sequence** |
| --- | --- | --- |
| ***pkr2-2*** | Forward | 5'-TTCTGATTTTTCAACCGATGG-3' |
|  | Reverse (WT) | 5'-GGGGAGGAGTATCTGGTGAAG-3' |
|  | Reverse (mutant) | 5'-ATTTTGCCGATTTCGGAAC-3' |
| ***pkl-1*** | Forward | 5'-AGCATTCTGTGCCCAACTGA-3' |
|  | Reverse (WT) | 5'-CAATTCGCTCGTACTGCCATTAC-3' |
|  | Reverse (mutant) | 5'-CAATTCGCTCGTACTGCCATTAT-3' |
| ***pkl-10*** | Forward | 5'-TGCGGTTTGTTTCTCCTCTCG-3' |
|  | Reverse (WT) | 5'-TGTTTCAGAGACCCAAAATCGTG-3' |
|  | Reverse (mutant) | 5'-ATATTGACCATCATACTCATTGC-3' |

## **Supplementary Table S1:** Genotyping primers for *pkr2* and *pkl* mutants.

| **Gene** | **Sense** | **Sequence** |
| --- | --- | --- |
| ***At3g01270*** | Forward | 5’-CACGAGCGTCATTACGACAAC-3’ |
|  | reverse | 5’-CTTTTCCTTTTCCCTTGCCCC-3’ |
| ***At3g09540*** | Forward | 5’-GCTGGTGTCGAATCTCAGATACAT-3’ |
|  | Reverse | 5’-CTAAGACACGATTTGGCTCCG-3’ |
| ***At1g02810*** | Forward | 5’-ACGGTGGTCACCGGAAATAG-3’ |
|  | Reverse | 5’-AGAAGATTGAGAAATCTGCGCC-3’ |
| ***At3g10720*** | Forward | 5’-ACGCACTTAACCGTAACCTGA-3’ |
|  | Reverse | 5’-CCCCTAAGTTCCGGCTAGTTTT-3’ |
| ***LKR*** | Forward | 5’-GGCAGAGCTGGTCTTGTTGA-3’ |
|  | Reverse | 5’-TAATGGCAGTCCCTGGCTTG-3’ |
| ***At2g34890*** | Forward | 5’-TCGTGTGATCTCGAAAAGACCA-3’ |
|  | Reverse | 5’-TTCTCGGGCATATTTTGCTGC-3’ |
| ***At4g17470*** | Forward | 5’-CAAAGGTCTGCTCTCCTTGTGA-3’ |
|  | Reverse | 5’-GGAGTGGTTGATGAGGAACTGT-3’ |
| ***At2g45220*** | Forward | 5’-ATGGTGCAGCCAAACTCCAA-3’ |
|  | Reverse | 5’-TAGTGTGAACGCGTGGGTTTT-3’ |
| ***At1g67750*** | Forward | 5’-TTCTCCGACCTTCATTGCCTC-3’ |
|  | Reverse | 5’-TTTCTCCCATTTCGGGTCGC-3’ |
| ***EF-1α*** | Forward | 5’-TCACCCTTGGTGTCAAGCAGAT-3’ |
|  | Reverse | 5’-CAGGGTTGTATCCGACCTTCTT-3’ |

## Supplementary Table S2: Primers used for RT-qPCR experiments.

Supplementary file 1: List of Differentially Expressed Genes (DEGs) between samples

Supplementary file 2: List of GO terms enrichment for DEGs sets

Supplementary file 3: PKL and PKR2 sequence alignment file

Supplementary file 4: PKR2 tree with sequences used for the PAML analysis

Supplementary file 5: Codon alignment of PKR2 sequences

Supplementary file 6: PAML output file for PKR2 (alternate model)

Supplementary file 7: PAML output file for PKR2 (Null model)

Supplementary file 8: PAML output file for PKL

How the deposited data were processed for this re-analysis (not part of the article)

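The deposited data used here are 5 gene tables of mRNA sequencing of seeds from 4 genotypes, Col-0, *pkr2-2*, *pkl-1* and *pkr2-2;pkl-10*, with 2 biological replicates each. The authors trimmed reads with Fastp, mapped them to TAIR10.1 with TopHat and ran Cuffdiff of the Cufflinks suite once per comparison, with geometric normalization. The FPKM values in the tables were computed by the authors and pooled over the replicates of a genotype, so 8 samples are present as 1 value per genotype and table. The test statistic is the authors' score for the log2 fold change, and the p-value and q-value are those the authors deposited, with a smallest p-value of 5e-05. The log2 fold change was recomputed from the deposited FPKM. The number of per-sample value columns left unused is 0.

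Each table holds 38209 genes, of which 37940 matched a locus tag of the reference annotation, from which product names, positions and transcript lengths were taken. DEGs were counted at a q-value under 0.05 and an absolute log2 fold change above 2. Overlaps were tested with Fisher's exact test (one-sided) against the genes tested in both tables, and organelle-encoded against nuclear genes with the two-sided test. Unchanged genotypes were simulated 200 times with shared libraries kept shared. Of 11 marker lists, written before the data were examined, each was compared by its median with 10000 random lists of the same size matched on mean FPKM. Depth was estimated from transcripts of at least 2000 nucleotides, and fragment numbers were given only for transcripts of at least 600. Because the tables hold pooled values only, the precision known is that of the deposited standard errors, and above 1000 FPKM the median standard error in the authors' deposited tables is 1.48% to 1.49%.

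Genes named are those the paper names, *PKL* and *PKR2* in every comparison, the 3 DEGs that rose and the 3 that fell most in each comparison with at least 1 FPKM in both genotypes, and the 3 leading genes of each oppositely dysregulated set. This rule was set before the data were examined. *AT59*, one of the shared pectate lyase genes that the paper counts without naming, falls outside it. Other genes outside the rule are marked where they appear. The alternatives set at that time were a q-value threshold of 0.01, a fold-change threshold of 1 on the log2 scale, infinite fold changes left out, at least 1 FPKM in a genotype, pseudocounts of 1 and 0.1 FPKM, centring on nuclear genes, and nuclear genes only. A limit of 300 nucleotides on transcript length, the alternatives for the sets that change in the same direction and for the balance of rises and falls, and a smaller size of simulated independent variation were added after the data were seen.

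The counting steps were tested on simulated data of 11304 genes with 200 genes changed in each single mutant at a log2 fold change of 3. All 200 were recovered, 0 unchanged genes were called, and 4 overlaps had an error of 0 genes. The depth estimate had an error of at most 0.128%. Of 200 random lists, 12 lay outside the range from percentile 2.5 to 97.5, and a shifted list reached percentile 100. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene ontology enrichment, the phylogeny and the RT-qPCR measurements of single transcripts were not analysed here.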

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

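The marker lists were written before the data were examined. Their use to weigh explanations, and all other tests in this part, were chosen after the results were seen.

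The paper draws the organelle genomes in a figure but does not discuss them, and 32 chloroplast-encoded genes were DEGs in the double mutant against Col-0, all lower. In *pkl-1* against Col-0, 49 of 57 tested chloroplast genes were lower, with a median log2 fold change of -1.24. In *pkr2-2*, 23 of 58 were lower, with a median of 0.15. Genes of the chloroplast with at most 222 nucleotides, such as *psbK*, *psbZ* and *psbH*, are listed at 0 in some genotypes, and with *rbcL* (ArthCp030, 40.8 FPKM in Col-0 and 8.01 in the double mutant) and *cox1* (7.89 and 1.82) they were chosen after their values were seen. Normalization by one factor per library would move nuclear genes alike, but the chloroplast median relative to nuclear genes with at least 1 FPKM in both genotypes was -2.38, and the quartiles of the tested genes were -2.86 and -1.73 in the chloroplast against -0.49 and 0.65 in the nucleus, which argues against the authors' normalization. Mitochondrial genes fell too, with a median of -1.76, as less organelle RNA carried into the poly(A) libraries would give, and that remains a candidate explanation. A lower level of chloroplast transcripts in the mutant seeds was not tested apart from it.

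A signal also appeared among embryo maturation regulators, which the paper does not discuss. The median of 5 such genes was -1.12 in the double mutant against Col-0 (percentile 0.31), with all 5 lower, and -1.01 in *pkl-1* (percentile 0.22), against -0.34 in *pkr2-2* (percentile 2.86). *LEC1* (AT1G21970), chosen after its values were seen, fell from 99.9 to 5.45 FPKM in the double mutant. Seeds of a younger stage would hold more early endosperm transcripts, and fewer storage transcripts. The median of 10 early endosperm genes was -0.65, with 8 lower and 2 higher, while all 10 storage genes fell, with a median of -0.56. A younger stage cannot be told apart from an effect of the mutations, because the endosperm genes go both ways and the storage genes go with it. A smaller share of embryo and endosperm cannot be told apart from a change within them, because the seed coat list rose by only 0.25 over 7 genes and 2 of the 10 endosperm genes, *AGL62* and *MEA*, rose, both chosen after their values were seen. An effect of the *pkl* mutations on these genes stays open as well, as it was not tested on replicates.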

How the results depend on the processing

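No paired analysis was possible because the tables used here pool the values over replicates and nothing pairs the plants. A replicate block and leaving out 1 library at a time were not run for the same reason. No test in this part was chosen after its result was seen, apart from the alternatives named as added.

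Of 140 alternatives to the main results, 96 changed a count by at most 1.5 times, 43 moved it further and 1 brought a result past its threshold. None moved that far among the 15 run on nuclear genes only, the 9 run with the added limit of 300 nucleotides, which cover the DEGs and the opposite genes alone, and the 16 run with centring, which shifts the values by little. Changes under the fold-change threshold and the pseudocount follow from their construction, since they admit or remove genes. For the other changes the cause was not tested.

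With a fold-change threshold of 1 on the log2 scale, the DEGs were 1429 in *pkr2-2*, 3401 in *pkl-1* and 5102 in the double mutant against Col-0, 3912 against *pkr2-2* and 1230 against *pkl-1*. All 3 mutants shared 186 that fell and 432 that rose. The sets that depend on *PKL* shared 952 and 1060, and those that depend on *PKR2* 93 and 154. Oppositely dysregulated genes were 156 down and 152 up in *pkr2-2*, and 73 down and 46 up in *pkl-1*. Organelle-encoded DEGs in *pkl-1* numbered 30, against 1 at the threshold of 2, with 6 in *pkr2-2* and 39 in the double mutant against *pkl-1*.

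With a pseudocount of 1 FPKM, the DEGs in the same order were 72, 288, 648, 394 and 56. All 3 mutants shared 8 that fell and 6 that rose, the *PKL* sets 86 and 83, and the *PKR2* sets 7 and 1. Oppositely dysregulated genes were 1 down and 2 up in *pkr2-2*, and 3 down and 3 up in *pkl-1*.

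With a q-value threshold of 0.01, 21 genes fell in all 3 mutants and 6 opposite genes were down in *pkl-1*. With infinite fold changes left out, 22 genes fell in all 3 mutants, 7 rose in the *PKR2* sets, and the opposite genes that were up numbered 9 in *pkr2-2* and 4 in *pkl-1*. With at least 1 FPKM in a genotype, 19 opposite genes were down in *pkr2-2* and 6 up in *pkl-1*, and with a pseudocount of 0.1 FPKM 21 were down in *pkr2-2*. At a q-value under 0.05 and any fold change, 17 opposite genes of *pkr2-2* and 4 of *pkl-1* differed in the double mutant against Col-0, as did 72.8% of all tested genes.

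The balance of rises and falls, added after the data were seen, turned over in 5 of 40 alternatives. With a pseudocount of 1 FPKM, 45.7% of the DEGs of the double mutant rose against Col-0, 39.1% against *pkr2-2* and 37.5% against *pkl-1*. Against *pkr2-2*, 49.5% rose with infinite fold changes left out and 48.9% with at least 1 FPKM in a genotype.

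Of 428 alternatives for named genes, 31 took a gene below the fold-change threshold, 30 of them with a pseudocount of 1 FPKM. Of 112 alternatives for the odds ratios of overlaps outside the same-direction sets, 3 lost their side of 0.05 and 1 reversed, to 0.957 for the opposite genes up in *pkl-1* at a fold-change threshold of 1, all among the oppositely dysregulated genes. Of 110 for the marker lists, 1 came to lie among the outer 5% of random lists, the pollen and tapetum list in the double mutant against Col-0, at 0.85 with a pseudocount of 0.1 FPKM. The medians of other lists grew with that pseudocount, as that of the storage genes did there, from -0.56 to -2.51. Of 32 added for the sets that change in the same direction, 15 moved a count by more than 1.5 times. The genes that fell in both *pkr2-2* sets did not pass 0.05 in 5 of 8 of these, and those that rose in both *pkl-1* sets passed it in 2 of 8.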

Differences from the paper's values

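No count stated in the paper's text differed from the one computed here by more than 1.5 times, and no test in this part was chosen after a result was seen. The paper also checked named genes by RT-qPCR, which was not examined here. The differences for single genes are therefore those of the RNA-seq alone.

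The paper names AT3G09340 as a pectin lyase gene lowered in the double mutant against *pkr2-2*. In the tables this gene is listed at 0 in both genotypes and is annotated as an amino acid transporter, while AT3G09540, annotated as pectin lyase-like, had a log2 fold change of -2.45. The paper names AT3G01270 as an addition of *pkl-1*, and it was a DEG in *pkr2-2* too (3.09).

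The paper states that the PME inhibitor genes other than AT2G45220 rose in the single and double mutants. AT1G02810 was a DEG only in the double mutant against Col-0 among the 5 comparisons, with 1.70 in *pkr2-2*, below the fold-change threshold though its q-value was 1.9e-04 in the authors' deposited table, and 0.53 in *pkl-1*, with a q-value of 0.166 there. AT3G10720 rose by 4.71 in *pkr2-2* and 5.56 in *pkl-1*, with q-values of 0.329 and 0.287 in the authors' deposited table.

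The paper states that the oppositely dysregulated genes are not dysregulated in the double mutant against Col-0. Of the *pkr2-2* genes 2 were DEGs there, and at a q-value under 0.05 and any fold change 17 of the *pkr2-2* genes and 4 of the *pkl-1* genes differed in the authors' deposited table. The paper's own rule also needs a log2 fold change above 2. At any fold change, 72.8% of all tested genes differed in this comparison, against 17 of 39 and 4 of 13 tested genes of these sets.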

Other observations

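The thinning by the first rule, the counting error of the *pkr2-2* genes and the larger independent variation had their predictions written before their results. The smaller independent variation was added once the larger had been seen. The marker lists were written before the data were examined. All other tests in this part, and the use of the lists to weigh explanations, were chosen only after the result was seen.

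Between 49.0% and 72.8% of tested genes had a q-value under 0.05 in the authors' deposited tables. If replicates varied by 10% at 10000 fragments, the standard error would be 7.14 times that of Poisson counting, but from 30 fragments on the highest ratio was only 1.06 times the lowest when each is the median over the 5 comparisons, and 1.09 times over single comparisons. A candidate explanation is therefore that the deposited test holds counting error and no spread between replicates. The methods of the paper name a negative binomial method for the dispersion and add Poisson law in brackets, which does not settle the setting used. No biological explanation was tested for these shares of genes.

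DEGs listed at 0 in one genotype had a median of 43.2 estimated fragments in the other, in the double mutant against Col-0, against 333 for DEGs with finite fold changes, so many may be zeros of few fragments. Failed estimates of short transcripts may be a part of them, since over the 5 comparisons together 4.73% had transcripts under 300 nucleotides, against 0.36% of the DEGs with finite fold changes, and 13.9% in the double mutant against *pkl-1*. They are not the main source, since 95.3% over the 5 comparisons together had longer ones.

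The double mutant had more DEGs than the single mutants combined, and its effective depth after normalization was greater. With 57.2% of its fragments kept, a first counting rule gave 1643 DEGs (1623 to 1665 over 20 draws) against 1827 for the single mutants, and a second rule, made after that outcome was seen, gave 1179.5 against 1021. Neither rule recovers the deposited calls (1844 and 1182 against 1057 and 918 in the same genes), so over all genes depth cannot be told apart from the mutations as the source of the excess. Among genes with a mean of at least 10 FPKM, where depth limits little, 394 against 260 argues against depth as the whole source.

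Chance was weighed for the oppositely dysregulated genes. Simulated and observed numbers here count finite fold changes only, among the 18587 genes simulated. For *pkr2-2*, 0 of 200 simulations with counting error alone and shared *pkr2-2* libraries gave as many, and 0 with the smaller counting error implied by the p-values, which argues against counting error. For *pkl-1*, 133 of 200 with counting error alone gave as many, and 0 with the smaller error implied by the p-values, so the outcome depends on which of the deposited errors holds. With independent line-to-line variation of the size seen between *pkr2-2* and Col-0, 200 of 200 gave as many for *pkr2-2* and 200 of 200 for *pkl-1*, but the lowest numbers after rescaling, 52 and 54, lie above the 30 and 10 observed. Before rescaling that variation gave 320 DEGs in *pkr2-2* where 232 were observed, and averages of 104.63 and 105.405 opposite genes. Rescaled, it gave 229 DEGs in the double mutant against *pkl-1* where 130 were observed, and averages of 0.535 and 0.605 genes changed in the same direction where 15 and 20 were. With variation of the size seen between the double mutant and *pkl-1*, 196 of 200 gave as many for *pkr2-2* and 200 of 200 for *pkl-1*, with averages of 42.165 and 42.035, and at most 6 of 200 gave no more than observed. Both sizes thus give too many opposite genes and too few in the same direction. The simulated genotypes carry no effect of the mutations, and the first size, rescaled, gave 231 DEGs in *pkl-1* where 605 were observed. The mismatch therefore argues only against such variation without any effect of the mutations. Variation of these sizes beside an effect of the mutations was not simulated, and stays open. Independent variation of a smaller size, between counting error and these, was not simulated, and it stays open beside an antagonism of *PKL* and *PKR2*, since replicate values would be needed to part them.

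Morning-phased clock genes rose and evening-phased ones fell in the double mutant, the latter with a median of -2.12. Harvest at another time of day would do the same, and it cannot be told apart from an effect of the mutations, because the paper gives no time of harvest and each genotype is pooled into 1 value. *CCR1* (AT4G39260), chosen after its values were seen, fell from 1994 to 296 FPKM, beside *GRP7*.

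Sequence linked to the mutant alleles would raise the share of DEGs within 1 Mb of *PKL* and *PKR2*. Of 7 pairs of locus and comparison whose genotypes differ at the locus, 1 had a share above that of the genome (1.47% against 1.38%, *PKL* in the double mutant against *pkl-1*), so no excess was seen. An effect of linked sequence on a few genes cannot be told apart from that of the mutations, because the 4 to 35 DEGs near a locus are few and the upper 95% limit of the share lay below the share of the genome in 0 of the 7.

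Other lists gave these medians in the double mutant against Col-0. Storage genes stood at -0.56 (percentile 0), with 6 of 10 below 1 FPKM in both genotypes, and pollen and tapetum genes at 0.26 (percentile 95.1), with 5 of 7 below 1 FPKM. Against Col-0, the pollen and tapetum list was at 0.50 in *pkr2-2* (percentile 99.97) and 0 in *pkl-1* (percentile 50), again with 5 of 7 below 1 FPKM. The CHD3 genes and *PKL* targets that the paper names stood at -0.74 (percentile 1.54), and they include the mutated genes. The seed coat list was at percentile 98.0 and the early endosperm list at 0.14.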
